# The essential roles of *Mps1* in spermatogenesis and fertility in mice

**DOI:** 10.1038/s41419-021-03815-4

**Published:** 2021-05-24

**Authors:** Qiang Fang, Xue-Lin Chen, Lei Zhang, Ya-Bin Li, Tian-Zeng Sun, Chen-Xin Yang, Jian-Feng Chang, Xiao-Mei Yang, Feng Sun

**Keywords:** Cell division, Spermatogenesis

## Abstract

Monopolar spindle 1 (MPS1), which plays a critical role in somatic mitosis, has also been revealed to be essential for meiosis I in oocytes. Spermatogenesis is an important process involving successive mitosis and meiosis, but the function of MPS1 in spermatogenesis remains unclear. Here, we generated *Mps1* conditional knockout mice and found that *Ddx4*-cre-driven loss of *Mps1* in male mice resulted in depletion of undifferentiated spermatogonial cells and subsequently of differentiated spermatogonia and spermatocytes. In addition, *Stra8*-cre-driven ablation of *Mps1* in male mice led to germ cell loss and fertility reduction. Spermatocytes lacking *Mps1* have blocked at the zygotene-to-pachytene transition in the prophase of meiosis I, which may be due to decreased H2B ubiquitination level mediated by MDM2. And the expression of many meiotic genes was decreased, while that of apoptotic genes was increased. Moreover, we also detected increased apoptosis in spermatocytes with *Mps1* knockout, which may have been the reason why germ cells were lost. Taken together, our findings indicate that MPS1 is required for mitosis of gonocytes and spermatogonia, differentiation of undifferentiated spermatogonia, and progression of meiosis I in spermatocytes.

## Introduction

Spermatogenesis occurs within the testis seminiferous epithelium and consists of the following stages in mice: mitosis of spermatogonia, meiosis of spermatocytes, and maturation of haploid spermatozoa^1^. Initially, spermatogonial stem cells undergo a series of mitosis events and then differentiate into B-type spermatogonia. They then enter meiosis I, becoming primary spermatocytes, as indicated by STRA8 expression^2–4^. Meiosis I involves the stages leptotene, zygotene, pachytene, diplotene, and diakinesis, which can be distinguished by different expression patterns of SYCP3^5,6^. Moreover, at the leptotene stage, double-strand breaks occur and activate γH2AX and SPO11^7,8^, while at zygonema, RAD51 is highly enriched at the break sites in the chromosome strands^9^. During the pachytene stage, meiotic homologous chromosomes combine and form the synaptonemal complex. SYCP3 localizes along the lateral chromosome axis, and SYCP1 loads onto the center to connect the two homologous chromosomes^5,6,9^. Subsequently, diplonema occurs, which features sex bodies marked by γH2AX^10^, and is followed by diakinesis.

Monopolar spindle 1 (MPS1) is a kinase that is conserved from yeast to mammals that plays a critical role in preventing erroneous chromosome segregation through the spindle assembly checkpoint (SAC) complex^11–13^. During mitosis, MPS1 directly binds to unattached kinetochores through CDC80, after which it phosphorylates and recruits other SAC proteins, such as BUB3, BUBR1, and MAD2, to the kinetochore^14–17^. This process inhibits anaphase-promoting complex/cyclosome (APC/C) activation until all microtubules stably attach to the kinetochores at anaphase onset^18^. MPS1 has important functions not only in mitosis but also in meiosis^19^. In previous research, a mutant mouse strain was generated that expresses a form of ΔNMPS1 with a 107-amino acid deletion at the N-terminus. The N-terminus is involved in binding to the kinetochore^20,21^. Without MPS1 localization, precocious APC/C activation leads to the missegregation or nondisjunction events observed in mouse oocytes due to failure of SAC control and chromosome alignment in meiosis I^20^. Furthermore, MPS1 kinase activation is essential for cohesin protection in a manner dependent on the localization of SGO2 to the centromere in mouse oocytes^22^. However, whether *Mps1* plays an essential role in mouse spermatogenesis, especially in mitosis and male meiosis, is still unknown.

To investigate the function of MPS1 in the regulation of spermatogenesis, we generated two conditional *Mps1* knockout strains and found that *Mps1* is required for mitosis of gonocytes and spermatogonia, differentiation of undifferentiated spermatogonia, and progression of meiosis I in spermatocytes.

## Results

### *Mps1* was required for postnatal mitotic divisions of male germ cells

To explore *Mps1*’s function in spermatogenesis, we first characterized the spatiotemporal expression pattern of *Mps1* in mice. Quantitative polymerase chain reaction (qPCR) analysis of different adult tissues showed higher *Mps1* expression levels in testes than in other tissues (Fig. 1a). In testes, *Mps1* expression levels in the mouse testes aged from P3 (postnatal day 3) to P60 showed a dramatic increase from P21, when the male mice started to sexually mature (Fig. 1b). Using the published testes RNA-seq dataset from Soumillon et al.^23^, we further found that *Mps1* is especially enriched in spermatocytes (Fig. S1a). All these data suggested that *Mps1* may have important roles in spermatogenesis.

**Fig. 1:**
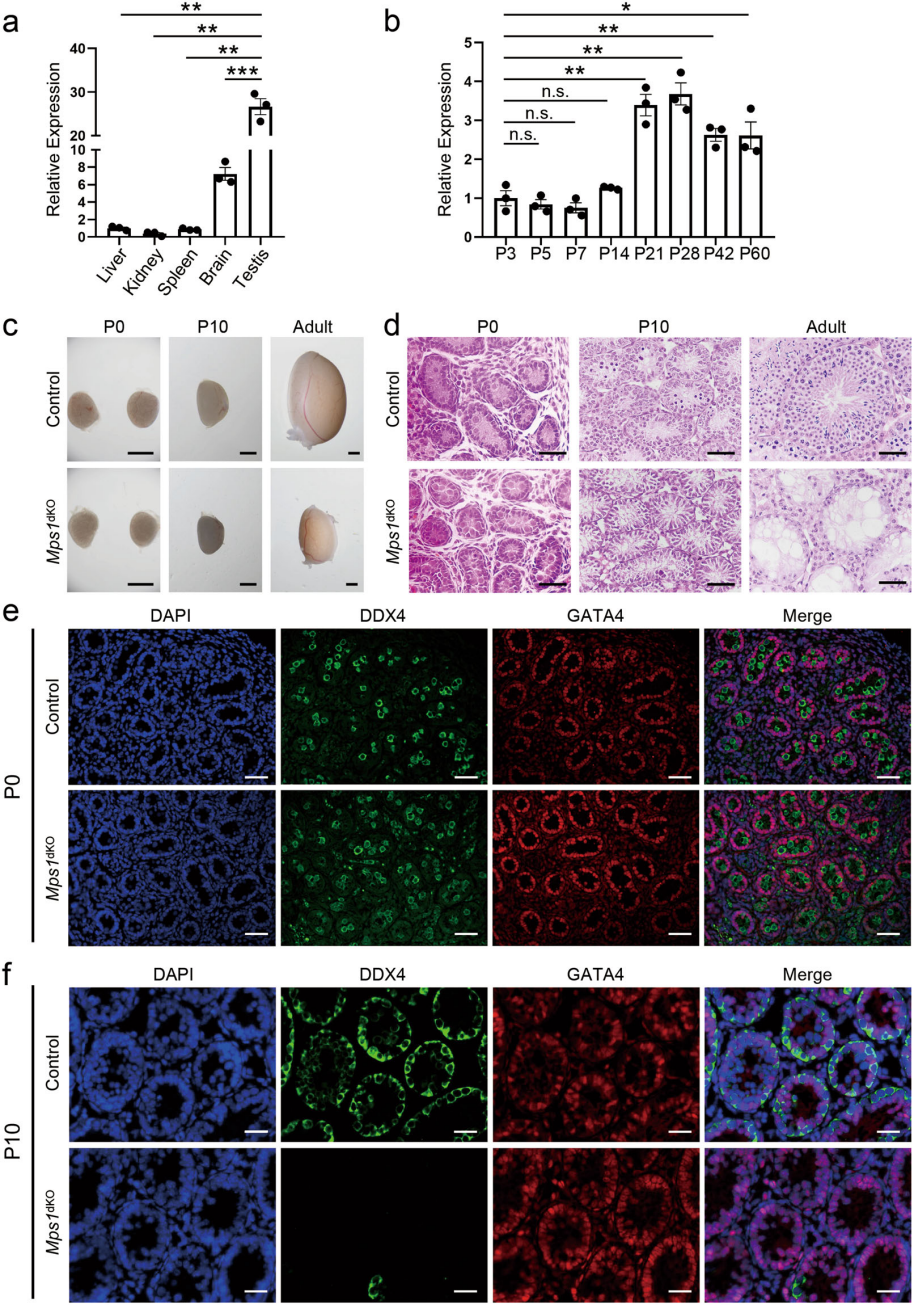
Ablation of *Mps1* in gonocytes and spermatogonia led to the depletion of germ cells. **a** qPCR analysis of *Mps1* expression level of liver, kidney, spleen, brain, and testis of wild-type mice at 2 month of age. *n* = 3; Student’s *t* test; **P < 0.01, ***P < 0.001. **b** qPCR analysis of *Mps1* expression level of wildtype mouse testes from P3 to P60. *n* = 3; Student’s *t* test; n.s. no significance, *P < 0.05, **P < 0.01. **c** Images of control and *Mps1*^dKO^ testes at P0, at P10, and during adulthood. Scale bar = 1 mm. **d** H&E staining of control and *Mps1*^dKO^ testes at P0, at P10, and during adulthood. Scale bar = 50 µm. **e** Immunofluorescence staining of DDX4 and GATA4 in control and *Mps1*^dKO^ testes at P0. Scale bar = 50 µm. **f** Immunofluorescence staining of DDX4 and GATA4 in control and *Mps1*^dKO^ testes at P10. Scale bar = 50 µm.

For studying the role of *Mps1*, we generated a conditional *Mps1-*knockout mouse strain. Specifically, we first generated *Mps1*^fl/fl^ mice by inserting two *LoxP* sites in intron 5 and intron 8 of the *Mps1* gene, which caused deletion of exons 6–8 and a frameshift mutation driven by Cre recombinase (Fig. S1b). Then, by mating *Mps1* floxed mice with *Ddx4*-Cre mice, which specifically express Cre recombinase in germ cells as early as embryonic day 15.5 (E15.5)^24^, we obtained germ cell-specific *Mps1*-knockout (*Mps1*^dKO^) mice. Successful knockout was verified by PCR (Fig. S1c, d).

The *Mps1*^dKO^ mice grew normally like the control mice, and we focused on the spermatogenesis of male mice. First, we examined the morphology of testes from newborn (P0) to adult mice (Fig. 1c). There was no difference between *Mps1*^dKO^ and control mice in terms of testis size at P0. At P10, the testes of *Mps1*^dKO^ and control mice started to become different in size, with the testes of *Mps1*^dKO^ mice being slightly smaller than those of control mice. The difference became much more significant in adult mice. Then, to determine the reason, we assessed the composition of cell types in seminiferous tubules, which are the sites of spermatogenesis (where germ cells develop into spermatozoa). Using hematoxylin–eosin (H&E) staining, we were able to distinguish two different types of cells on the basis of morphology, i.e., triangle-like Sertoli cells and round germ cells. At P0, both types of cells were visible in *Mps1*^dKO^ and control seminiferous tubules (Fig. 1d). However, there were few germ cells (round-shaped) left in the seminiferous tubules at P10, and no germ cells were present in adult *Mps1*^dKO^ mice; only triangle-like Sertoli cells remained (Fig. 1d). Moreover, many empty seminiferous tubules existed in adult *Mps1*^dKO^ mice. Consistently, no mature sperm were found in the cauda epididymides of *Mps1*^dKO^ mice (Fig. S1e).

To further identify the cell types that disappeared, we employed immunostaining on seminiferous tubule sections of P0 and P10 mice. We used two kinds of marker genes to distinguish cell types: GATA4 for Sertoli cells and DDX4 for germ cells. Consistent with the H&E staining results, DDX4-positive germ cells and GATA4-positive Sertoli cells were present in both control and *Mps1*^dKO^ P0 mice (Fig. 1e). However, almost no DDX4-positive germ cells were found in the *Mps1*^dKO^ P10 testes (Fig. 1f). Nonetheless, Sertoli cells (GATA4-positive) remained unaffected in the *Mps1*^dKO^ testes, as expected. Taken together, the results indicate that *Mps1* knockout in early-stage male germ cells results in severe germ cell loss. Previous studies have revealed the important roles of MPS1 in mitosis in somatic cells. Given that germ cells are generated via mitosis of gonocytes and spermatogonia, the findings suggest that the male germ cell depletion in *Mps1*^dKO^ mice might be due to disruption of postnatal mitosis.

### Postnatal disruption of *Mps1* led to severe defects in spermatogenesis and significantly reduced male fertility

Since knocking out *Mps1* in *Mps1*^dKO^ mouse testes triggered such dramatic germ cell loss that almost no spermatocytes could be observed, the role of MPS1 in the meiosis of spermatocytes remained unclear. To investigate the function of MPS1 in meiosis, we knocked out the *Mps1* gene in germ cells by mating *Stra8*-cre mice, which specifically express Cre recombinase at P3 (early spermatogonia) and exhibit increased expression until P7 (preleptotene spermatocytes) in testes^25^. This strain (*Mps1*^sKO^) was verified by PCR (Fig. S2a). The knockout efficiency of *Mps1* was confirmed by using Western blotting, which revealed that the protein levels of MPS1 were significantly reduced in the testes of the *Mps1*^sKO^ mice (Fig. S2b).

As we observed, the *Mps1*^sKO^ mice were mostly normal, but their testes were different from those of the control mice. The testes of *Mps1*^sKO^ and control mice were similar in size and mass at P10, but the testes of *Mps1*^sKO^ mice became smaller and lighter than those of control mice at 2 months and 6 months (Fig. 2a, b). Specifically, the testis weight/body weight ratio was significantly reduced from 0.37% in control mice to 0.12% in *Mps1*^sKO^ mice at 2 month (32.4%) and from 0.30% to 0.08% at 6 month (28.3%) (Fig. 2b). In addition, the epididymides were detectably smaller in *Mps1*^sKO^ mice than in control mice (Fig. S2c). Histologically, the seminiferous tubules of *Mps1*^sKO^ mice displayed decreased diameters, reduced cell numbers, and increased empty seminiferous tubule percentages at 2 and 6 months (Fig. 2c, d). The average diameter of *Mps1*^sKO^ seminiferous tubules was reduced to 76% and 61% of that of the control mice at 2 and 6 months, respectively (Fig. 2d). At 2 months and 6 months, 35% and 68% of *Mps1*^sKO^ seminiferous tubules were degenerated with aberrant spermatogenesis, respectively, while degenerated tubules were hardly detected in the control mice in the time window we examined (Fig. 2d).

**Fig. 2:**
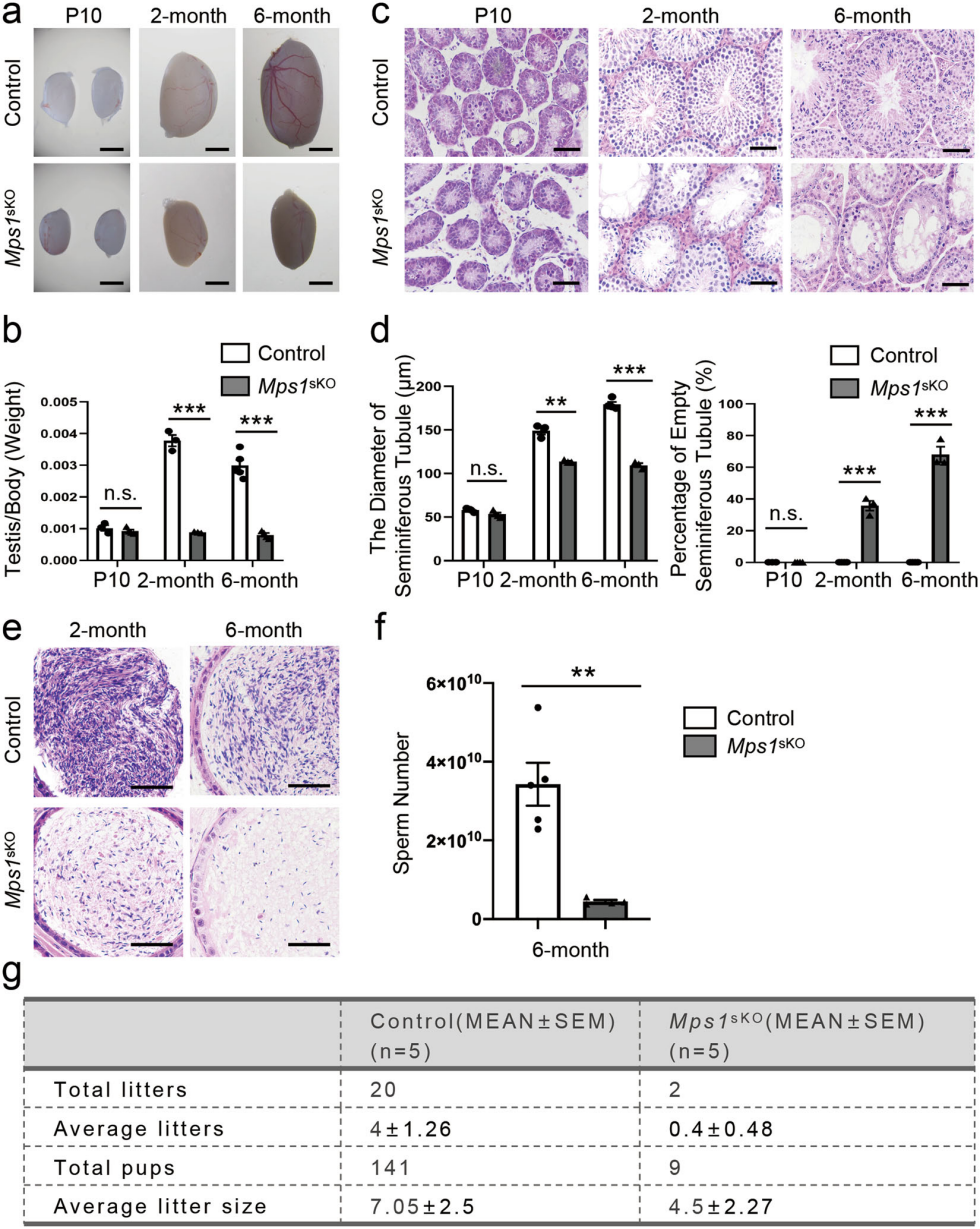
Postnatal disruption of *Mps1* led to severe defects in spermatogenesis and significantly reduced male fertility. **a** Image of control and *Mps1*^sKO^ testes at P10, 2 months of age, and 6 months of age. Scale bar = 2 mm. **b** Ratios of testis weight to body weight for control and *Mps1*^sKO^ mice at P10, 2 months of age, and 6 months of age. *n* ≥ 3; Student’s *t* test; n.s. no significance; ***P < 0.001. **c** H&E staining of control and *Mps1*^sKO^ testes at P10, 2 months of age and 6 months of age. Scale bar = 50 µm. **d** Statistical results for the seminiferous tubule diameters and empty seminiferous tubule percentages of control and *Mps1*^sKO^ testes at P10, 2 months of age, and 6 months of age. At least 100 tubules were counted from at least 3 different mice; Student’s *t* test; **P < 0.01, ***P < 0.001. **e** H&E staining of control and *Mps1*^sKO^ cauda epididymides from 2 and 6-month-old mice. Scale bar = 50 µm. **f** Sperm counts from the cauda epididymides of at least four different mice at 6-month of age. Student’s *t* test; **P < 0.01. **g** Fertility test of male control and *Mps1*^sKO^ mice. In each group, five 3-month-old male mice were individually mated with two wild-type female mice for 3 continuous months.

Next, we examined whether *Stra8*-Cre-mediated *Mps1* ablation affected sperm production and male fertility. H&E staining of the cauda epididymis, which is the primary storage site for mature sperm, showed that the density of mature sperm was largely reduced in adult (2 months and 6 months) *Mps1*^sKO^ mice compared to control mice (Fig. 2e). To validate this finding, we released and counted all mature sperm from the cauda epididymides of 6-month-old mice. Strikingly, the average sperm number of *Mps1*^sKO^ mice was decreased to approximately one-tenth of that of control mice (Fig. 2f). We then assessed the fertility of male *Mps1*^sKO^ and control mice. Three-month-old male control and *Mps1*^sKO^ mice were bred with two adult wild-type females for 3 continuous months (*n* = 5). Whereas the control males produced litters of normal size over this period, the *Mps1*^sKO^ males showed significantly reduced fertility. The total number of litters produced by the control mice was 20 (average number of litters: 4 ± 1.26), and the total number of pups was 141 (average litter size: 7.05 ± 2.5). However, 3 of 5 *Mps1*^sKO^ mice were infertile during this time period, and another two *Mps1*^sKO^ mice each produced only one litter (average number of litters: 0.4 ± 0.49); the total pup number dropped to 9 (average litter size: 4.5 ± 2.27) (Fig. 2g). Thus, postnatal deletion of *Mps1* led to lower productivity of mature sperm and significantly reduced male fertility, suggesting that the reductions in average litter number and size might have been caused by reductions in sperm numbers in the testes of *Mps1*^sKO^ males.

### Deletion of *Mps1* within differentiating spermatogonia via *Stra8*-Cre revealed a role for *Mps1* in spermatogonial differentiation

To determine the mechanism of severe cell loss and fertility reduction in *Mps1*^sKO^ mice, it was necessary to investigate which cell types were lost and when they began to disappear during spermatogenesis. We examined the expression of germ cell markers in testes of mice at P6, P10, and 2 months by immunostaining analysis. The DDX4 staining data showed that the number of *Mps1*^sKO^ mouse germ cells per seminiferous tubule had decreased to 66% and 57% of that in control mice by P6 and P10, respectively (Fig. 3a, b), although the testis weight did not differ, as previously mentioned (Fig. 2b). The impact was greater in 2-month-old *Mps1*^sKO^ mice, which retained only 24% of the germ cells in control mice. On the other hand, the number of PLZF-positive cells per tubule, representing undifferentiated spermatogonia, was the same between *Mps1*^sKO^ mice and controls at different ages, as expected (Fig. 3c, d; Fig. S3a, b). We further investigated the fates of *Mps1*^sKO^ spermatogonia via immunostaining for c-KIT, a marker of differentiated spermatogonia. The results indicated that the c-KIT-positive cell number in *Mps1*^sKO^ testes was reduced to 70% of that in control testes at P6, which suggested that spermatogonial differentiation may have been affected in *Mps1*^sKO^ mice (Fig. 3e, f). In summary, postnatal deletion of *Mps1* via *Stra8*-Cre does not affect the number of undifferentiated spermatogonia but plays a role in spermatogonial differentiation during spermatogenesis.

**Fig. 3:**
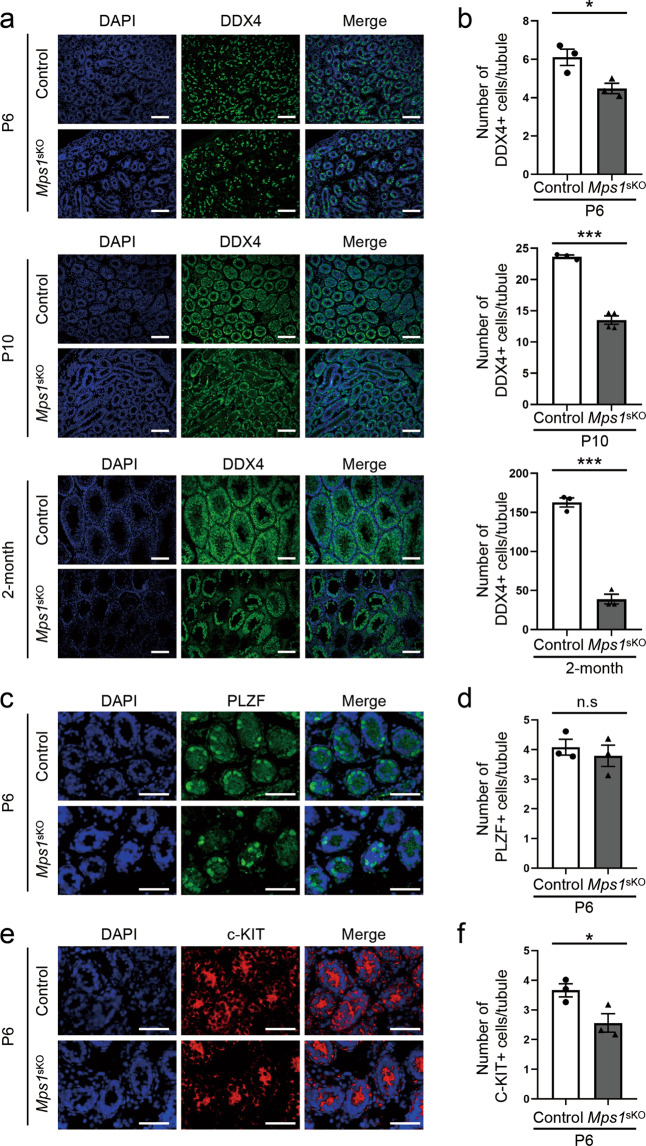
Deletion of *Mps1* reduced spermatogonial differentiation during spermatogenesis. **a** Immunofluorescence staining of DDX4 in testes of control and *Mps1*^sKO^ mice at P6, P10, and 2 months of age. Scale bar = 50 µm. **b** Statistical results for the number of DDX4-positive cells per tubule at P6, P10, and 2 months of age. *n* ≥ 3; Student’s *t* test; *P < 0.05, ***P < 0.001. **c** Immunofluorescence staining of PLZF in control and *Mps1*^sKO^ testes at P6. Scale bar = 50 µm. **d** Statistical results for the number of PLZF-positive cells per tubule at P6. *n* ≥ 3; Student’s *t* test; n.s. no significance. **e** Immunofluorescence staining of c-KIT in control and *Mps1*^sKO^ testes at P6. Scale bar = 50 µm. **f** Statistical results for the number of c-KIT-positive cells per tubule at P6. *n* ≥ 3; Student’s *t* test; *P < 0.05.

### Loss of *Mps1* compromised the progression of meiosis I and delayed the transition from zygotene to pachytene

Meiosis is a key feature of spermatogenesis that begins at approximately P10. STRA8 and SYCP3 are a marker of meiosis initiation and a synaptonemal complex component, respectively. Immunostaining analysis showed that the numbers of STRA8-expressing and SYCP3-expressing cells per seminiferous tubule in *Mps1*^sKO^ mice were significantly reduced to approximately 56% and 45% of those in control mice at P10. Similarly, the staining results at 2 month revealed that *Mps1*^sKO^ mice had only 30% of the STRA8-positive and 38% of the SYCP3-positive cells of control mice (Fig. 4a, b).

**Fig. 4:**
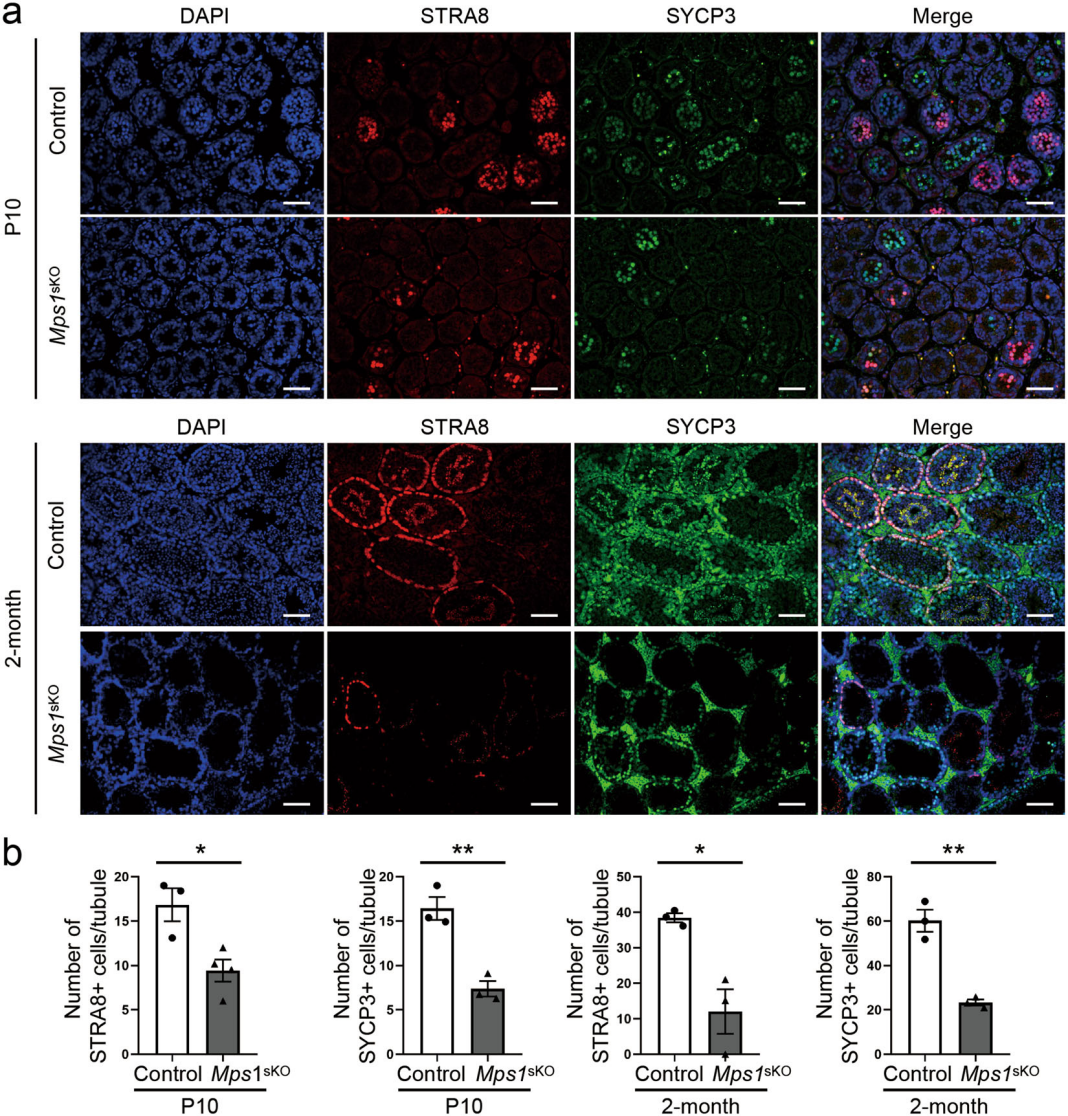
Loss of *Mps1* caused meiosis defects during spermatogenesis. **a** Immunofluorescence staining of STRA8 and SYCP3 in control and *Mps1*^sKO^ testes at P10 and 2 months of age. Scale bar = 50 µm. **b** Statistical results for the number of STRA8-positive and SYCP3-positive cells per tubule in testes from control and *Mps1*^sKO^ mice at P10 and 2 months of age. *n* ≥ 3; *P < 0.05, **P < 0.01.

According to the spermatocyte composition in the seminiferous tubules, spermatid development in mice has been divided into 12 stages^26,27^. To determine the exact stage of meiosis that was affected by *Mps1* knockout, we performed H&E staining on testes of 6-month-old mice to trace the seminiferous epithelium stages of the testicular tubules. We found that spermatogenesis seemed delayed at stage IV, during which pachytene spermatocytes should appear and localize inside of the seminiferous lumen. There were fewer pachytene spermatocytes (marked as P) in *Mps1*-deletion testes than in control testes. Apoptotic pachytenes (marked as AP) were also observed (Fig. 5a). Although some spermatocytes survived in stage IV, fewer round and elongated spermatids formed in *Mps1*^sKO^ testes than in control testes. In addition, meiotic spermatocytes (marked as M) were rarely observed in stage XII *Mps1*^sKO^ testes.

**Fig. 5:**
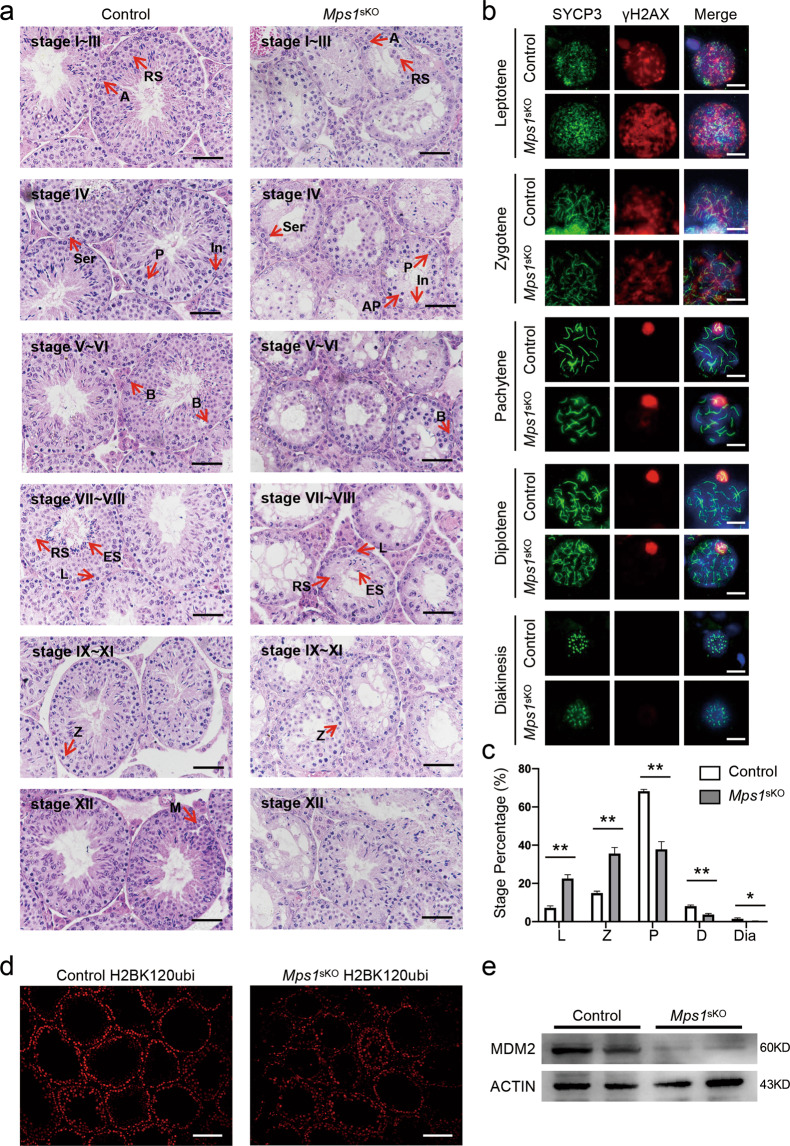
In *Mps1*^sKO^ mouse testes, the zygotene-to-pachytene transition was delayed, and the progression of meiosis I was compromised. **a** Representative H&E staining of control and *Mps1*^sKO^ seminiferous tubules. A type A spermatogonia, In intermediate spermatogonia, B type B spermatogonia, P pachytene spermatocytes, L leptotene spermatocytes, Z zygotene spermatocytes, RS round spermatids, ES elongated spermatids, M meiotic divisions, AP apoptosis pachytene, Ser Sertoli. Scale bar = 50 µm. **b** Meiotic spermatocyte spreads for control and *Mps1*^sKO^ mice at 1-month of age. Co-staining was performed with SYCP3 and γH2AX antibodies. Scale bar = 10 µm. **c** Percentage of meiotic spermatocytes in each stage. L leptotene, Z zygotene, P pachytene, D diplotene, Dia diakinesis. A total of 650–1000 spermatocytes were counted from 3 different mice. Student’s *t* test; *P < 0.05, **P < 0.01. **d** Immunofluorescence staining of H2BK120ubi in control and *Mps1*^sKO^ testes at 2 months of age. Scale bar = 100 µm. **e** Western blot of MDM2 in control and *Mps1*^sKO^ testes at 2 months of age.

To further identify the delayed stages in the prophase of meiosis, meiotic stage progression was assessed from chromosomal spreads of spermatocytes that were prepared from testes of 1-month male mice and immunostained with anti-SYCP3 and anti-γH2AX antibodies (Fig. 5b, c). In both the *Mps1*^sKO^ and control groups, all five stages from leptotene to diakinesis were observed based on the immunostaining patterns of SYCP3 and γH2AX in spermatocytes. The proportion of pachytene spermatocytes was reduced from 68.25% in control mice to 37.85% in *Mps1*^sKO^ mice, while the proportions of spermatocytes in diplotene and diakinesis were reduced from 8.08% in control mice to 3.70% in *Mps1*^sKO^ mice and from 1.56% in control mice to 0.28% in *Mps1*^sKO^ mice, respectively. On the other hand, spermatocytes of *Mps1*^sKO^ mice accumulated in leptotene (control mice: 7.24%; *Mps1*^sKO^ mice: 22.55%) and in zygotene (control mice: 14.97%; *Mps1*^sKO^ mice: 35.61%). These data indicated that the transition of zygotene spermatocytes to pachytene spermatocytes was impaired. This finding was investigated further via examination of H3 core histone phosphorylation at serine 10 (H3pSer10). This type of phosphorylation is coincident with metaphase progression, and the signal then becomes more intense throughout chromatin during the diakinesis phase and the first meiotic metaphase (MI) in spermatocytes^28^. We found that the numbers of H3pSer10-positive germ cells were dramatically reduced in *Mps1*^sKO^ testes (Fig. S4a, b) and that the percentages of H3pSer10-positive metaphase and anaphase spermatocytes were significantly lower in tubule sections from *Mps1*^sKO^ mice than in those from control mice (Fig. S4b, right). This finding suggested that loss of *Mps1* compromised the progression of meiosis I.

Collectively, the evidence indicated that deletion of *Mps1* during meiosis resulted in a dramatic decrease in the number of germ cells, which may have been caused by defects in the meiosis process. In particular, the transition from the zygotene to the pachytene stage might have been delayed or partially disrupted in the spermatocytes of *Mps1*^sKO^ mice.

Previously, Xu et al.^6^ found H2B ubiquitination regulates the progression of meiosis I by promoting chromatin relaxation, and its E3 ligase *Rnf20* knockout mice had similar phenotypes, such as the smaller size of testes, loss of germ cells and spermatocytes arrested at the prophase of meiosis I. We examined the levels of H2BK120 mono-ubiquitination in the testes of control and *Mps1*^sKO^ mice and noticed that it decreased in *Mps1*^sKO^ testes at 2 months of age compared with that in control testes (Figs. 5d and S4c). MPS1 has been reported to regulate the level of H2BK120ubi mediated by MDM2, another E3 ubiquitin ligase promoting the ubiquitination of H2B^28,29^, and knockdown of *Mps1* by RNAi diminished MDM2 expression in U2OS cells^30^. As expected, the expression level of MDM2 was downregulated in *Mps1*^sKO^ testes, compared to that in control testes (Fig. 5e). In a word, loss of *Mps1* compromised the prophase of meiosis I progress which may be due to decreased H2B ubiquitination level mediated by MDM2.

### The expression of meiosis-related genes and apoptosis-related genes was altered in the testes of *Mps1*^sKO^ mice

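RNA sequencing covered 4 libraries of whole testes at P10, 2 from control mice and 2 from *Mps1* sKO mice, in which *Stra8*-Cre deletes the floxed gene in germ cells. Whether each library came from 1 mouse is not stated. For each library, the authors deposited the counts on each gene without normalization, together with FPKM values. The paper's text does not name the aligner, the counting tool, the genome build or the strandedness. The identifiers and coordinates of all annotated genes in the table were those of GENCODE M21 on GRCm38, and the table adds loci without an annotated identifier. All coordinates are given on that build.

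The counts of the control libraries summed to 26819122 and 28607746, and those of the *Mps1* sKO libraries to 23311689 and 27093849. Mitochondrial genes took 2.80% and 3.14% of the control counts and 2.62% and 2.52% of the *Mps1* sKO counts. The 10 genes with the most counts took between 3.67% and 4.22% of a library. A count of 0 allows up to 3 counts, which is 0.104 to 0.129 CPM, and such limits cover counting error only. The libraries of 1 genotype differed by more than counting error, with a chi-square per degree of freedom of 8.49 over 23085 genes in the control libraries and of 11.6 over 22387 genes in the *Mps1* sKO libraries.

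Libraries were scaled by edgeR's TMM method, and edgeR's filter on low counts kept 20561 of the 55820 loci in the table. Each was tested with edgeR's two-sided quasi-likelihood test, and p was adjusted over all tested genes by the Benjamini-Hochberg method. Fold changes are *Mps1* sKO relative to control, and levels are normalized counts (CPM) as mean ± SD over 2 libraries. The smallest p that an exact permutation test of 2 libraries against 2 can give is 0.333, so p-values come from models fitted across all genes. Leaving out 1 library leaves a group with 1, so those fits give values without a test. Neither the labels nor the paper's text gives a batch.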

To investigated the changes in gene expression after *Mps1* deletion, we performed RNA sequencing of P10 testes from control and *Mps1*^sKO^ mice. 

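The targeted gene itself, *Ttk*, which encodes MPS1, lies on chromosome 9 from 83834689 to 83872389. Its level was 30.2 ± 3.35 CPM (SD, n = 2) in control testes and 12.6 ± 0.614 (SD, n = 2) in *Mps1* sKO testes, which is 41.7% of control. The log2 fold change was −1.26 (standard error 0.129, adjusted p = 0.0461 from edgeR's quasi-likelihood test). It stayed between −1.37 and −1.15 with each library left out in turn. When the tested genes were restricted to those with at least 10 counts in every library, the log2 fold change was −1.27 and *Ttk* no longer passed an adjusted p of 0.05.

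At a fold change above 1.5 and an unadjusted p below 0.01, 140 of the tested genes were lower in *Mps1* sKO testes and 30 were higher, so 82.4% of them were lower. Without the filter on low counts, which moved these numbers most, 339 genes were lower and 135 were higher. In 20 sets of libraries simulated without any changed gene, the same test called on average 55.5 genes lower and 55.2 higher. With p adjusted over all tested genes, 6 genes were lower and 0 higher at a threshold of 0.05, and 1912 genes (9.30%) had an unadjusted p below 0.05. The simulated libraries gave on average 2.55 lower genes at that threshold, from 0 to 13, so the 6 lie within the simulated range. DESeq2 gave 30 lower genes, against 0 to 5 in the simulated libraries, and 7 higher, against 0 to 4. Both *Mps1* sKO libraries lay below both control libraries for 4333 genes and above them for 4176. These 8509 genes are 41.4% of those tested, where chance gives 33.3% on average. Genes vary together between libraries, so this difference is no test of the genotype.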

We found that there were more downregulated genes than upregulated genes in *Mps1*^sKO^ mice (Fig. 6a and Table S2). Using cut-offs of a fold change greater than 1.5 and a *P* value less than 0.01, 92 genes were identified as downregulated, and 24 genes were identified as upregulated (Fig. 6b). 

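Table S2 lists the paper's 92 downregulated and 24 upregulated genes, and all 116 had the same direction in the deposited counts as tested with edgeR. For all 116, both *Mps1* sKO libraries lay beyond both control libraries, on either side, which chance gives for 33.3% of genes, but the 116 were chosen on the same libraries. Of the 116, 99 passed the same cut-offs with edgeR, 80 lower and 19 higher, and 5 had an adjusted p below 0.05. DESeq2, the paper's tool, gave 94 lower and 24 higher genes at these cut-offs, among them all 116 of the table. Its adjusted p was below 0.05 for 32 of the 116 and was not given for 7. The table includes 13 loci without an annotated identifier, of which 8 are on patch scaffolds, which carry alternative sequence for a stretch of a chromosome.

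Apart from *Ttk*, 5 genes passed an adjusted p of 0.05 with edgeR. The locus from 47368802 to 47378741 on the patch scaffold CHR_MG209_PATCH, at the position of *Mrps10*, fell from 22.2 ± 0.822 CPM (SD, n = 2) to 1.63 ± 0.0819 (SD, n = 2), a log2 fold change of −3.77 (standard error 0.16, adjusted p = 0.00043 from edgeR). *Atp6v1c1* (ENSMUSG00000022295), on chromosome 15 from 38661933 to 38692446, fell from 21.9 ± 0.943 to 1.89 ± 0.505 CPM (SD, n = 2 each), a log2 fold change of −3.54 (standard error 0.196, adjusted p = 0.00159 from edgeR). *Gbp2b* (ENSMUSG00000040264), on chromosome 3 from 142594847 to 142619179, had 67 and 77 counts in the control libraries and 0 in both *Mps1* sKO libraries, so it was at least 21.4-fold lower (adjusted p = 0.0284 from edgeR). *Gbp2b* is not in Table S2. *Gm6741* (ENSMUSG00000043346), on chromosome 17 from 91236811 to 91237557, had 98 and 100 counts in control and 11 in each *Mps1* sKO library, a log2 fold change of −3.00 (standard error 0.27, adjusted p = 0.0284 from edgeR). Its 747 bases are also found exactly in a transcript of *Nanp*, which had 16 and 24 counts in control and 50 and 100 in *Mps1* sKO libraries, and the sum of both genes had a log2 fold change of −0.33. The locus from 58141350 to 58158654 on the patch scaffold CHR_MG74_PATCH, at the position of *Wdyhv1*, had 160 and 179 counts in control and 28 and 41 in *Mps1* sKO libraries, a log2 fold change of −2.14 (adjusted p = 0.0461 from edgeR), and it no longer passed 0.05 when at least 10 counts were required in every library. For loci on patch scaffolds, the libraries of 1 genotype differed by a median of 0.58 on the log2 scale, against 0.247 for other loci of the same level.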

We then performed Gene Ontology (GO) analysis to identify the enriched biological processes for each group of differentially expressed genes (DEGs). Notably, for the downregulated genes, the top ten enriched terms were all related to cell division. More importantly, seven of them were meiosis-related, including the meiotic cell cycle, synapsis, and chromosome segregation terms, among others. 

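The 10 terms that Table S3 ranks first hold 23 different genes, all among those the paper lists as downregulated. Every one of the 23 was tested, and for each of them both *Mps1* sKO libraries lay below both control libraries, where chance puts 33.3% of genes outside on either side, a share that does not apply to genes chosen on the same libraries. Their log2 fold changes ranged from −1.38 to −0.60 with a median of −0.69. With edgeR, 20 of the 23 passed the fold change and p cut-offs, and only *Ttk* passed an adjusted p of 0.05.

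The medians were close to each other because the terms share most of their genes. For the term synapsis it was −0.68 over 9 genes, all of which passed the cut-offs, and for chromosome segregation it was −0.68 over 15 genes, of which 13 did. Meiotic nuclear division, with 16 genes, and nuclear division, with 18, both had a median of −0.70. Meiosis I, with 13 genes, had a median of −0.68 and contained no gene with an adjusted p below 0.05, while 12 of its genes passed the unadjusted cut-offs. The genes of these terms were chosen on the same libraries, so these values describe them and are not independent evidence. The enrichment test itself was not analysed here.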

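Table S3 names 21 genes for the term meiotic cell cycle, which are *Nek2*, *Ttk*, *Meioc*, *1700013H16Rik*, *Stra8*, *Spo11*, *Prdm9*, *Ccdc155*, *Hormad1*, *Dpep3*, *AI481877*, *Clgn*, *Rnf212*, *Tex12*, *Piwil4*, *M1ap*, *Hfm1*, *Sycp2*, *Stag3*, *Syce1* and *Sycp1*. Their median log2 fold change was −0.71, from *Nek2*, the lowest, to *Sycp1*, the highest. With each library left out in turn, the median lay between −0.88 and −0.52. With edgeR, 18 of the 21 passed the cut-offs of the study. At an adjusted p below 0.05, 21 genes passed when adjusted over the list alone and 1 over all genes tested, and the first number is not independent evidence since the list was chosen on these libraries.

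*Stra8*, on chromosome 6 from 34920163 to 34939344, is a marker of meiosis initiation. Its level was 131 ± 27.4 CPM (SD, n = 2) in control and 76.1 ± 15.0 (SD, n = 2) in *Mps1* sKO testes, with a log2 fold change of −0.79 (standard error 0.174, adjusted p = 0.494 from edgeR). *Meioc*, on chromosome 11 from 102663716 to 102682237, fell from 60.1 ± 15.5 to 32.2 ± 4.88 CPM (SD, n = 2 each), a log2 fold change of −0.90. Both genes, and *Stag3*, passed an adjusted p of 0.05 with DESeq2. *Prdm9* had a log2 fold change of −0.76, which was −0.48 without control replicate 2. *Spo11* fell from 9.68 ± 0.773 to 5.70 ± 0.359 CPM (SD, n = 2 each). The genes *Stag3*, *Syce1* and *Sycp1*, which encode parts of the cohesin and synaptonemal complexes of meiotic chromosomes, had log2 fold changes of −0.61, −0.61 and −0.60, and that of *Sycp1* was −0.37 without control replicate 2.

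**Figure D1:**
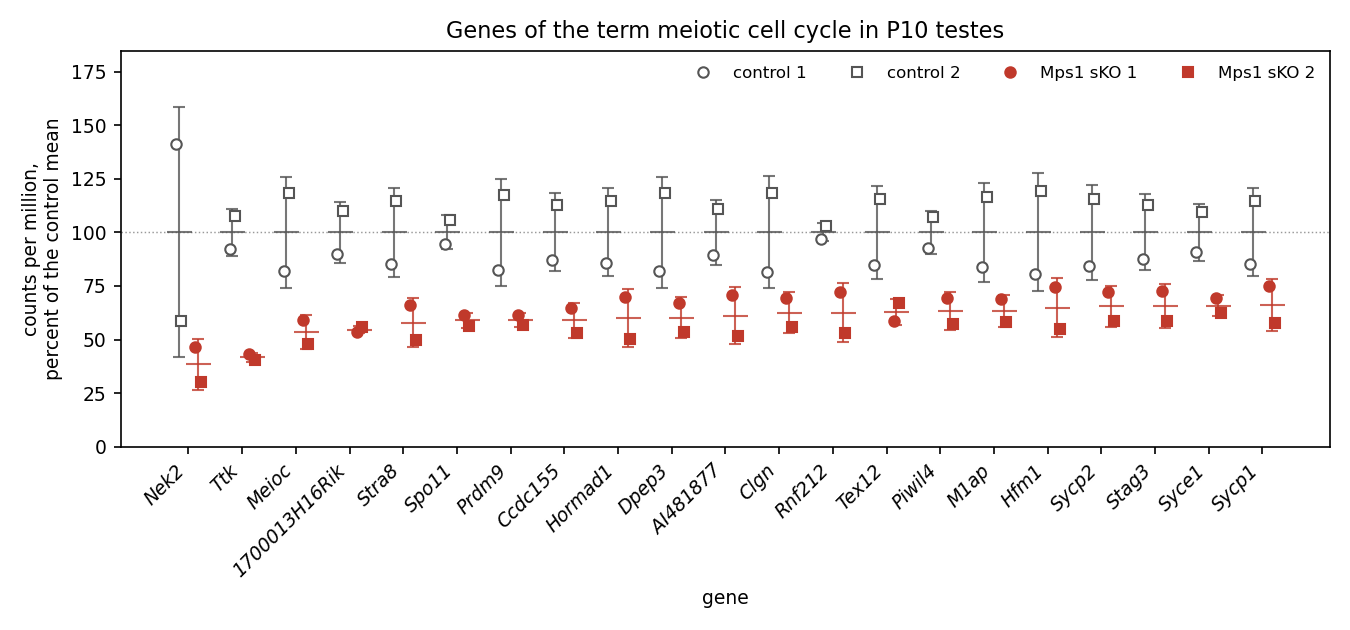
Normalized counts (CPM) of the 21 genes as a percent of each gene's control mean, for each of the 2 control and 2 *Mps1* sKO libraries, with bars for the mean and SD of each group. For all 21 genes both *Mps1* sKO libraries lie below both control libraries.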

The most abundant term, the meiotic cell cycle, was enriched for 21 (22.8%) of the 92 downregulated genes (Fig. 6c and Table S3). 

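At a fold change above 1.2 and an unadjusted p below 0.05, edgeR's test gave 635 higher genes, 605 of them beyond the 30 that also passed the stricter cut-offs. At the same relaxed cut-offs, 1018 genes were lower. DESeq2 gave 475 higher genes in total, of which 451 were beyond the 24 at the stricter cut-offs, and 582 lower genes. Without the filter on low counts, edgeR gave 1048 higher genes. The simulated libraries with no changed gene gave on average 470.6 higher genes with edgeR, from 435 to 514 in the 20 sets, and 264 with DESeq2, from 229 to 308.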

To fully discover the biological pathways affected, we relaxed the cut-off for upregulated genes to 1.2-fold, and another 475 genes were identified as upregulated. Of these, 8 out of 189 genes were associated with the apoptosis term. 

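The 8 genes that Table S4 lists for the term include *Ctsl*, *Ptpn13*, *Tnfrsf1a*, *Nfkb1*, *Capn1*, *Jun* and *Tnf*. *Tnf* was left out by the filter on low counts, with 1 and 2 counts in the control libraries and 13 and 9 in the *Mps1* sKO libraries. Against the limit of 3 counts it was 4.15-fold higher. This is not a lower bound, since that limit is for a count of 0 and counts of 1 and 2 allow more. DESeq2 gave *Tnf* an unadjusted p of 0.0296 and no adjusted p. All the other 7 genes were higher in *Mps1* sKO testes, with a median log2 fold change of 0.34. The median lay between 0.27 and 0.47 with each library left out in turn. For 6 of these genes both *Mps1* sKO libraries lay above both control libraries. Chance puts 33.3% of genes outside on either side, but that share does not apply to genes chosen on the same libraries, as these were.

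*Tnfrsf1a*, on chromosome 6 from 125349362 to 125362484, rose from 74.6 ± 9.30 to 94.7 ± 3.01 CPM (SD, n = 2 each). *Ptpn13*, on chromosome 5 from 103425192 to 103598303, rose from 101 ± 1.82 to 126 ± 9.09 CPM (SD, n = 2 each). *Capn1*, on chromosome 19 from 5988545 to 6015897, had 33.7 ± 4.32 and 42.1 ± 4.14 CPM (SD, n = 2 each), and its higher control library, at 36.8, lay close to its lower *Mps1* sKO library, at 39.2. The log2 fold change of *Tnfrsf1a* was 0.34 and that of *Capn1* 0.32, and without control replicate 2 they were 0.22 and 0.20. *Jun* had the weakest evidence, with an unadjusted p of 0.0769 from edgeR. At an adjusted p below 0.05, 6 genes passed when adjusted over the list alone and 0 over all genes tested, while 6 had an unadjusted p below 0.05. The study picked these genes on the same libraries, so none of these numbers is independent evidence. *Ctsl* is also a marker of Sertoli cells.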

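In Table S4, the paper's p for the apoptosis term is 0.0113 and its adjusted p is 0.133. Of the 20 terms in the table, 8 have an adjusted p below 0.05 and 10 have a smaller p than apoptosis.

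A separate list of 78 genes of the apoptosis machinery, such as caspases, members of the BCL2 family and death receptors, was drawn up without use of the counts, and it includes the 8 genes of the table. It holds promoters and inhibitors of apoptosis alike, such as *Bax* and *Xiap*, so its median does not measure apoptosis itself. Of its genes 76 were tested, 44 higher and 32 lower, with a median log2 fold change of 0.039. The adjusted p was 0.0548 over 12 lists, from the camera set test in limma. Without the genes of Tables S2 and S4, which were chosen on these libraries, its median was 0.025 and its adjusted p was 0.502 from camera. Over the alternatives, the adjusted p ranged from 0.0497, when edgeR used the DESeq2 size factors, to this value. The median was 0.080 without *Mps1* sKO replicate 1 and 0.011 without *Mps1* sKO replicate 2. At an adjusted p below 0.05, 0 genes passed when adjusted over the list alone and 0 over all genes tested, while 15 had an unadjusted p below 0.05. The paper's evidence for apoptosis also includes TUNEL staining, which was not analysed here.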

Unsurprisingly, apoptosis stood out as one of the enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) terms for the upregulated genes (Fig. 6d and Table S4). To validate the expression changes in these genes, we examined 13 of them (*Mps1*, *Stra8*, *Sycp3*, *Meioc*, *Sycp1*, *Syce1*, *Stag3*, *Prdm9*, *Tnf*, *Capn1*, *Ptpn13*, *Sptal*, and *Tnfrsfla*) by qPCR and detected consistent changes in *Mps1*^sKO^ testes (Fig. 6e). Therefore, the transcriptomic data indicated that widespread impacts on meiosis and apoptosis resulted from *Mps1* deletion.

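Besides the apoptosis list, 11 lists of genes were compared between the genotypes, since a whole testis holds many cell types. The meiotic prophase list had 61 tested genes, of which 60 were lower and only *Cdk2* was higher in *Mps1* sKO testes. Its median log2 fold change was −0.53, and the adjusted p was 8.39e-36 from limma's camera. For 50 of the genes both *Mps1* sKO libraries lay below both control libraries, where chance puts 33.3% outside on either side. Genes of a list can vary together, so this share is no test. At an adjusted p below 0.05, 36 genes passed when adjusted over the list alone and 0 over all genes tested, while 42 had an unadjusted p below 0.05. Without the 18 genes that are in Table S2, the median was −0.45. It lay between −0.65 and −0.35 with each library left out in turn. *Sycp3*, on chromosome 10 from 88459569 to 88473236, fell from 35.7 ± 5.65 to 24.7 ± 0.268 CPM (SD, n = 2 each), a log2 fold change of −0.53.

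Among the lists of germ cell genes, the median log2 fold change was −0.40 over 20 genes expressed in germ cells of many stages, with an adjusted p of 1.25e-16 from limma's camera. Without *Mps1* sKO replicate 2 it was −0.21. The differentiating spermatogonia list of 11 genes also had a median of −0.40 (adjusted p = 4.44e-10 from limma's camera). The undifferentiated spermatogonia list of 25 genes had a median of −0.12 (adjusted p = 0.0671 from limma's camera), which was −0.013 without control replicate 1, −0.18 without control replicate 2 and −0.20 without *Mps1* sKO replicate 1.

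Of the lists of somatic cell types, Sertoli cell genes had a median of 0.32 over 23 genes, 20 of them higher (adjusted p = 4.44e-10 from limma's camera), which was 0.21 without control replicate 2. Leydig cell genes had a median of 0.23 over 12 genes (adjusted p = 0.0066 from limma's camera). The medians were −0.053 for 9 peritubular myoid genes, −0.13 for 12 macrophage genes, 0.081 for 10 endothelial genes, −0.31 for 10 adipocyte genes and 0.12 for 6 red blood cell genes, with adjusted p-values between 0.0548 and 0.534 from limma's camera. The peritubular myoid median was −0.081 without *Mps1* sKO replicate 2, and the endothelial median was 0.14 without *Mps1* sKO replicate 1. The macrophage median was −0.081 without control replicate 2 and −0.0072 without *Mps1* sKO replicate 2. The red blood cell median was 0.20 without control replicate 1, 0.041 without control replicate 2 and 0.053 without *Mps1* sKO replicate 2. Without the 3 genes of Table S2, the adipocyte median was −0.032. Camera used a preset correlation between genes of 0.01. None of its 5 calls at an adjusted p below 0.05 held under limma's fry, which gave 0.274 for each, or with an estimated correlation, which gave 0.285. With 2 libraries in each group both tests have little power, and fry gave the macrophage list the same 0.274. They therefore do not settle whether the lists changed.

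**Figure D2:**
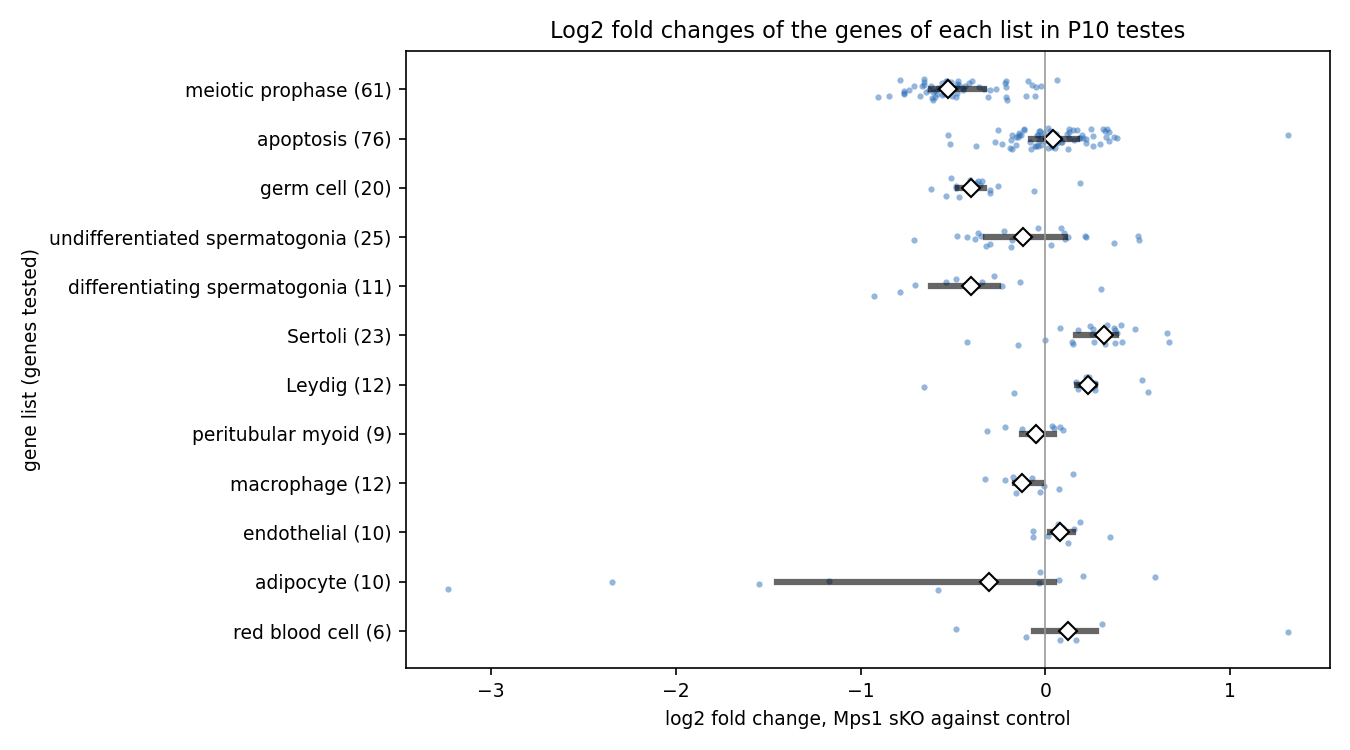
Log2 fold changes, *Mps1* sKO relative to control, of the tested genes of each list, with a point for each gene, a diamond for the median and a bar for the quartiles. The meiotic prophase genes lie below 0 apart from 1 gene, and most Sertoli genes lie above 0.

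The paper reports meiotic terms among the downregulated genes and the apoptosis term among the upregulated genes. It presents its qPCR (Fig. 6e) as a check of the expression changes. It reads the transcriptomic data as pointing to widespread impacts of *Mps1* deletion on meiosis and apoptosis.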

**Fig. 6:**
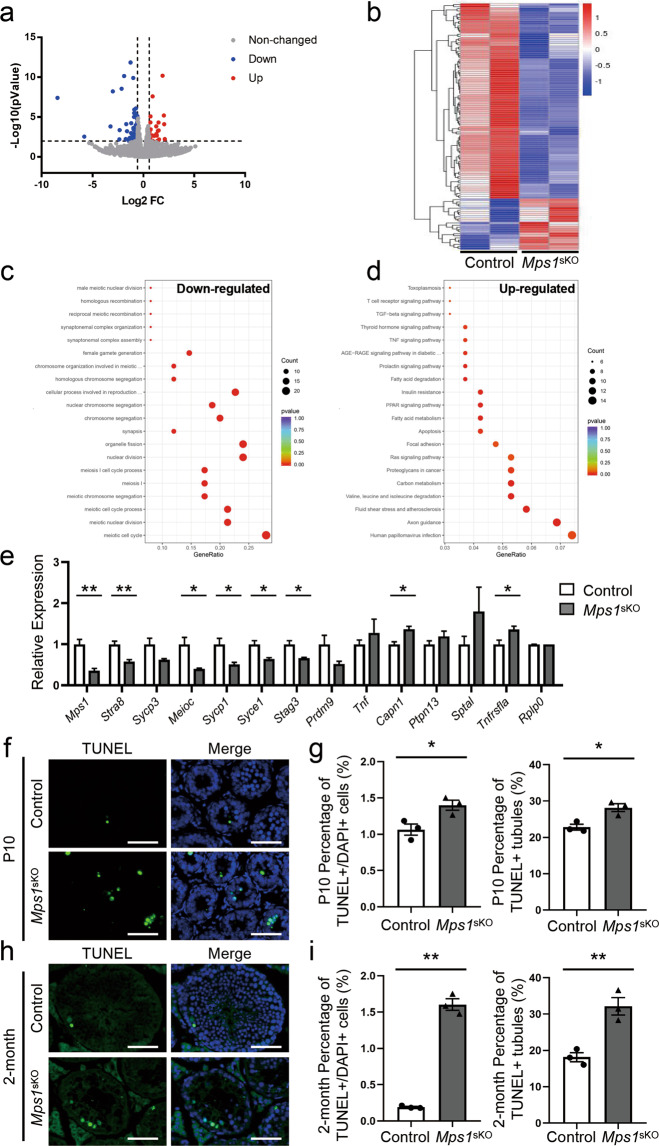
Loss of *Mps1* altered the expression of genes involved in meiosis and caused abnormal apoptosis in seminiferous tubules. **a** Gene expression pattern in *Mps1*^sKO^ testes compared with control testes at P10. An FC > 1.5 and a *P* value < 0.01 were used as the cut-offs. **b** Heatmap of the DEGs between control and *Mps1*^sKO^ testes at P10. In total, 92 genes were downregulated, and 24 genes were upregulated. An FC > 1.5 and a *P* value < 0.01 were used as the cut-offs. **c** Top 20 GO terms for the downregulated DEGs. An FC > 1.5 and a *P* value < 0.01 were used as the cut-offs. **d** Top 20 KEGG terms for the upregulated DEGs. An FC > 1.2 and a *P* value < 0.05 were used as the cut-offs. **e** qPCR analysis of DEGs involved in meiotic biological processes and apoptosis in *Mps1*^sKO^ testes at P10. Student’s *t* test; *n* = 3; *P < 0.05. **f** Immunofluorescence staining of TUNEL in control and *Mps1*^sKO^ testes at P10. **g** Statistical results for the percentage of TUNEL-positive cells among DAPI-positive cells per tubule and the percentage of TUNEL-positive seminiferous tubules in control and *Mps1*^sKO^ testes at P10. *n* ≥ 3; *P < 0.05. **h** Immunofluorescence staining of TUNEL in control and *Mps1*^sKO^ testes at 2 months of age. **i** Statistical results for the percentage of TUNEL-positive cells among DAPI-positive cells per tubule and the percentage of TUNEL-positive seminiferous tubules in control and *Mps1*^sKO^ testes at 2 months of age. *n* ≥ 3; **P < 0.01.

### *Mps1* deletion elevated apoptosis in testes

In order to determine the fates of germ cells with *Mps1* loss, we conducted a TUNEL assay to investigate whether there were more cells undergoing apoptosis in *Mps1*^sKO^ testes than in control testes. On the one hand, there were more seminiferous tubules with TUNEL-positive cells in *Mps1*^sKO^ testes than in control testes (Fig. 6f–i). The percentage of TUNEL-positive tubules increased from 22.8% in control mice to 28.1% in *Mps1*^sKO^ mice at P10 and from 18.1% to 32.1% at 2 months. On the other hand, the percentage of TUNEL-positive cells per seminiferous tubule was also increased in the *Mps1*^sKO^ testes (Fig. 6f–i). At P10, on average, 1.06% of the cells in control seminiferous tubules were TUNEL positive, while 1.39% of the cells in *Mps1*^sKO^ tubules were TUNEL positive. At 2-month of age, the average percentage of TUNEL-positive cells was 0.19% in control tubules, while 1.60% in *Mps1*^sKO^ tubules. Overall, the TUNEL assay results showed that many more germ cells in seminiferous tubules underwent apoptosis in *Mps1*^sKO^ mice than in control mice, which indicated that the significant reductions in male germ cell numbers in *Mps1*^sKO^ mice were partly due to increased apoptosis.

## Discussion

MPS1, also known as TTK protein kinase, has been well studied in the context of mitosis in somatic cells^14,31^ and has also been reported to function in meiosis I during oogenesis^20^. Nevertheless, it remains unexplored whether *Mps1* plays roles in male spermatogenesis. Here, we explored MPS1 function in mouse spermatogenesis for the first time by utilizing conditional *Mps1* knockout in DDX4-positive and STRA8-positive germ cells and demonstrated that MPS1 is critical for spermatogonial differentiation and for the progression of meiosis I spermatocytes. We also revealed that *Mps1* may play its role partially by promoting male germ cell apoptosis.

STRA8 expression begins at P3 in the early stage of spermatogonia and lasts through the preleptotene stage^25^. *Stra8*-Cre mice have been used to investigate gene functions during male meiosis. In our study, we deleted *Mps1* in STRA8-positive male germ cells and revealed its function in the meiotic cell cycle. However, we also detected germ cell loss at P6 in *Mps1*^sKO^ seminiferous tubules. Germ cells at this stage included predominantly undifferentiated and differentiated spermatogonial cells that had not entered the meiotic process. Therefore, *Stra8*-Cre *Mps1* knockout affected not only meiosis but also the differentiation of spermatogonial cells. These results suggest that a spermatocyte-specific Cre knock-in mouse line may be more suitable than the knockout mouse line in the current study for research focusing exclusively on meiosis.

Apoptosis is a major form of programmed cell death critical for development and the damage response^32^. Activation of the TNF pathway can induce distinct cellular outcomes, including cell death, inflammation, and cell survival, in a context-dependent manner^33^. In our study, the TNF signaling pathway was upregulated in *Mps1*^sKO^ testes, which might have contributed to the increased apoptosis in *Mps1*^sKO^ testes. 

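Table S4 lists 7 genes for the TNF signaling pathway, with a p of 0.0117 and an adjusted p of 0.133 in the paper. *Tnfrsf1a*, *Nfkb1*, *Jun* and *Tnf* are also among its apoptosis genes, and *Mmp14*, *Vcam1* and *Bcl3* are listed for this pathway only. *Mmp14* had 188 CPM in control and 247 in *Mps1* sKO testes, a log2 fold change of 0.39. *Vcam1* had 83.3 and 103 CPM, a log2 fold change of 0.31, and *Bcl3* had 15.9 and 21.5, a log2 fold change of 0.44. The adjusted p of these genes was 0.514, 0.506 and 0.537 from edgeR. Over the 6 genes that passed the filter on low counts, the median log2 fold change was 0.34, and it lay between 0.24 and 0.51 with each library left out in turn. At an adjusted p below 0.05, 4 genes passed when adjusted over the list alone and 0 over all genes tested, while 5 had an unadjusted p below 0.05. The genes were chosen on these libraries, so the first number is not independent evidence. *Tnf* itself had at most 13 counts in any library.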

Given that loss of *Mps1* compromised the progression of meiosis I and increased apoptosis in seminiferous tubules, it seems likely that some germ cells that fail to complete meiosis I may undergo cell death in the absence of MPS1 expression.

Previous studies on *Mps1* function in cell division have mainly illustrated its function in the SAC. Hached and his colleagues revealed that *Mps1* functions in SAC control and chromosome segregation in oocyte meiosis I^20^. Our data demonstrate *Mps1*’s role in the prophase of the meiotic cell cycle, showing that *Mps1* ablation in this stage results in blockade of the zygotene-to-pachytene transition, which may be due to decreased H2B ubiquitination level mediated by MDM2. We also found that the percentages of H3pSer10-positive metaphase and anaphase spermatocytes were significantly decreased in tubule sections from *Mps1*^sKO^ mice, which suggests that *Mps1* may play a role in the progression from prophase to metaphase and anaphase. Further studies investigating the underlying mechanisms by which MPS1 plays roles in SAC control and chromosome segregation during male meiosis I are needed to complete our knowledge of MPS1 function in male germ cells.

## Materials and methods

### Animals

*Mps1* floxed conditional knockout mice were generated by targeted homologous recombination (Shanghai Model Organisms). Homology arms, *LoxP* sites, and selection markers were introduced into the targeting vector via a recombineering-based method. BAC DNA was purchased from the Sanger Institute. Then, the linearized vector was electroporated into ESCs and screened with G418 and Ganc. The correct clones were then injected into C57BL/6J blastocysts. After mating and identification by PCR with the primers listed below, we obtained *Mps1*-floxed mice. All mice and samples were selected randomly and proceeded in arbitrary order. No formal randomization techniques were used. All mice used and samples used in IF, H&E, sequencing analysis were only labeled with mouse ID numbers and no genotypes or treatments were indicated. Genotypes and treatments were labeled after the completion of data acquisition and analysis. The mice were handled according to the university guidelines, and all animal procedures were approved by the Tongji University Institutional Animal Care and Use Program Advisory Committee (protocol number: IACUC-017-006).

### Genotyping primers

The primers used to identify the *Mps1* floxed genotypes were *Mps1*-For (forward primer) and *Mps1*-Re (reverse primer). The floxed band was 353 bp, and the wild-type band was 167 bp. The primers used to identify the *Mps1* deletion alleles were *Mps1*-min-For and *Mps1*-Re, which produced a 319 bp band. The band for *Ddx4* was 240 bp, and that for *Stra8*-Cre was 180 bp. 

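Table S1 lists 14 primer pairs, 13 for the genes examined in *Mps1* sKO testes and 1 for *Rplp0*. In the transcripts of GENCODE M21, each of the 14 pairs matched its own gene exactly, and *Mps1* is listed there as *Ttk*. The longest amplicon, of 244 bases, is that of *Rplp0*. All 14 span exon junctions, so none lies within 1 exon. The *Rplp0* pair also matched a transcript of 1 other gene. The *Mps1* pair gives an amplicon of 150 bases from exon 11 to exon 13 of *Ttk*, downstream of the exons that Cre removes. In the sequenced libraries, *Rplp0* had 1015 ± 50.2 CPM (SD, n = 2) in control and 954 ± 11.1 (SD, n = 2) in *Mps1* sKO testes at P10, a log2 fold change of −0.090 (adjusted p = 0.767 from edgeR), which was −0.040 without control replicate 2.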

The primers for qPCR are listed in Table S1.

*Mps1*-For: TTGCTTGGTAGTTCTGTGGACT

*Mps1*-Re: AGCAGCTGTAAGTGCAGGAG

*Mps1*-min-For: CTGCGCTAACCTTGTGTTGG

*Stra8*-For: GTGCAAGCTGAACAACAGGA

*Stra8*-Re: AGGGACACAGCATTGGAGTC

*Ddx4-*For: CACGTGCAGCCGTTTAAGCCGCGT

*Ddx4*-Re: TTCCCATTCTAAACAACACCCTGAA.

### Histology and immunofluorescence

For paraffin sectioning, testes were fixed in Bouin’s trichrome at 4 °C overnight. After washing in phosphate-buffered saline (PBS), the testes were dehydrated with gradient concentrations of ethanol and xylene, embedded in paraffin, and cut into 5 μm-thick sections. H&E staining was performed and was followed by deparaffinization and rehydration. The slides were imaged with a Nikon microscope.

For frozen sectioning, testes were fixed in 4% PFA solution at 4 °C overnight and then dehydrated with 30% sucrose solution for another 2 days. The testes were dipped in O.C.T. compound and then quickly frozen in liquid nitrogen. Frozen sections with a thickness of 7 μm were subjected to heat-induced antigen retrieval (sodium citrate, pH = 6) in a water bath for 20 min at 98 °C. The sections were cooled down slowly in retrieval buffer until they reached room temperature. Then, they were blocked and permeated in 5% bovine serum albumin with 0.2% Triton in PBS for 1 h before being incubated with primary antibodies overnight at 4 °C. After washing in PBS three times, the sections were incubated with secondary antibodies at room temperature for 2 h. After staining with DAPI (Beyotime) for 5 min, the sections were mounted with a fluorescent mounting medium (Beyotime). All steps were performed with protection from light. Images were obtained with an Olympus microscope and processed with ImageJ and Photoshop software.

### Spermatocyte surface spreading

Testes from 1-month-old mice were subjected to a spermatocyte surface spreading assay as described by the previous research^34^. Briefly, the tunica albuginea was removed, and the tubules were placed into the hypotonic buffer (30 mM Tris, 50 mM sucrose, 17 mM trisodium citrate dihydrate, 5 mM EDTA, 0.5 mM DTT, and 0.5 mM PMSF, pH = 8.2) for 30–60 min. Subsequently, the tubules were torn into pieces in sucrose buffer (100 mM sucrose, pH = 8.2) and pipetted repeatedly to make a suspension. The cell suspension was smeared onto glass slides containing 1% PFA and 0.15% Triton X-100, pH = 9.2. The slides were dried overnight in a closed box with high humidity. Finally, the slides were washed twice for 2 min in 0.4% Photoflo (Kodak) and dried at room temperature. The slides were kept at −20 °C.

### Antibody

The antibody used in immunofluorescence staining were as follows: anti-DDX4 (ab13840, Abcam), anti-GATA4 (ab124265 Abcam), anti-c-KIT (25-1171-82, eBioscience) anti-SYCP3 (ab97672, Abcam), anti-STRA8 (ab49602, Abcam), anti-γH2AX (ab2893, Abcam), anti-H3pSer10 (ab5176, Abcam), anti-MPS1 (ab11108, Abcam), anti-H2BK120ubi (#5546, CST), anti-MDM2 (sc-965, Santa Cruz), anti H2B (ab1790, Abcam), and anti-ACTIN (sc-47778, Santa Cruz). All fluorophore-conjugated secondary antibodies were obtained from Jackson Immuno Research.

### RNA-Seq and analysis

Total RNA was extracted from whole testes at P10. RNA-Seq libraries were constructed from 1 μg of RNA using a NEBNext Ultra^TM^ RNA Library Prep Kit (NEB, USA) following the manufacturer’s instructions. Sequencing was performed on an Illumina NovaSeq platform with 150 bp paired-end reads. DEG analysis was performed with the DESeq2 R package. GO and KEGG enrichment analysis of the DEGs was implemented with the clusterProfiler R package. Libraries constructing, sequencing, and data analyzing were performed by Novogene Co., Ltd. (Tianjin, China).

### Sperm counting

Cauda epididymides from 6-month-old mice were removed and cut in 500 μl of DMEM. The medium was incubated at 37 °C for 7 min to release sperm. After diluting them 50 times, the sperm were analyzed with a cell counter (Countstar).

### Assessment of fertility

To test fertility, 3-month-old conditional knockout and control males were paired with two random adult wild-type females for at least three months. The numbers of offspring from each pregnancy were recorded.

### TUNEL assay

A TUNEL assay was performed following the instructions of an Apoptosis Detection Kit (Millipore). Sections after deparaffinization and rehydration were incubated with proteinase K (20 μg/ml) for 15 min and washed 2 times in PBS. Equilibration buffer was immediately applied and kept on the sections for at least 15 s. The excess liquid was gently tapped off, and the working-strength TDT enzyme was pipetted onto each section. The sections were incubated in a humidified chamber at 37 °C for 1 h and then placed in a stop buffer for 10 min. After washing 3 times in PBS, the sections were incubated with an anti-digoxigenin conjugate for 30 min at room temperature while protected from light and were washed in PBS 3 times again. After staining with DAPI (Beyotime) for 5 min, the sections were mounted with a fluorescent mounting medium. The slides were viewed with a Leica fluorescence microscope.

### Statistical analysis

All statistical data were analyzed by using GraphPad Prism. Sample sizes were described in figure legends. The variances of the two groups were compared by one-way ANOVA, and the *P* value was determined with a two-tailed unpaired Student’s *t* test or with Welch correction. Results were shown as mean ± s.e.m. Significance was shown as *P < 0.05, **P < 0.01, ***P < 0.001.

## Supplementary information

Supplemental Material

Table S1

Table S2

Table S3

Table S4

## Data Availability

All sequencing data that support the findings of this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE165143.

# Supplementary material for: The essential roles of Mps1 in spermatogenesis and fertility in mice
**Source:** Cell Death Dis. 2021 May 24;12(6):531. doi: 10.1038/s41419-021-03815-4
**Supplement:** Supplementary file 1 — Supplemental Material

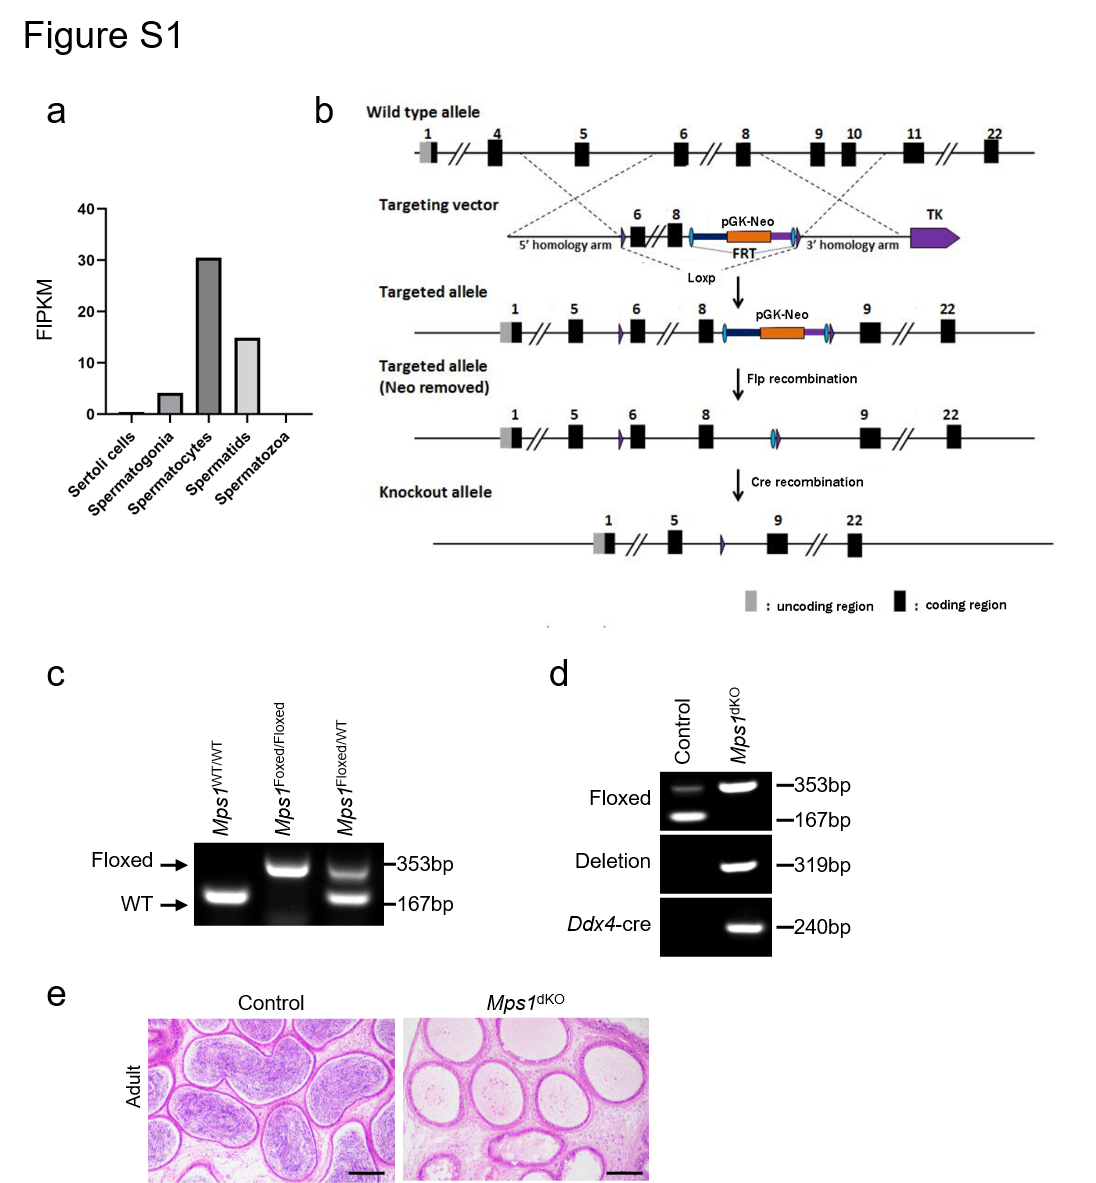

**Fig. S1 Generation of *Mps1* conditional knockout mice.**

(a) FPKM of *Mps1* expression in different cell types of testes^1^.

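The targeting strategy places LoxP sites in introns 5 and 8 of *Ttk*, so that Cre removes exons 6 to 8. On GRCm38, *Ttk* has 6 annotated transcripts on the forward strand. The transcript Ttk-201 has 22 exons and 2871 bases, of which 2490 are coding for 830 amino acids. Intron 5 runs from 83843225 to 83843627 (403 bases) and intron 8 from 83844142 to 83845912 (1771 bases). Exons 6, 7 and 8 have 115, 73 and 95 bases, all coding. Together they are 283 bases, which is 9.86% of the transcript and leaves a remainder of 1 when divided by 3. The coding sequence before exon 6 is 601 bases, or 200 whole codons. The counts deposited for the P10 testes are per gene, so transcripts with and without these exons are counted alike.

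**Figure D3:**
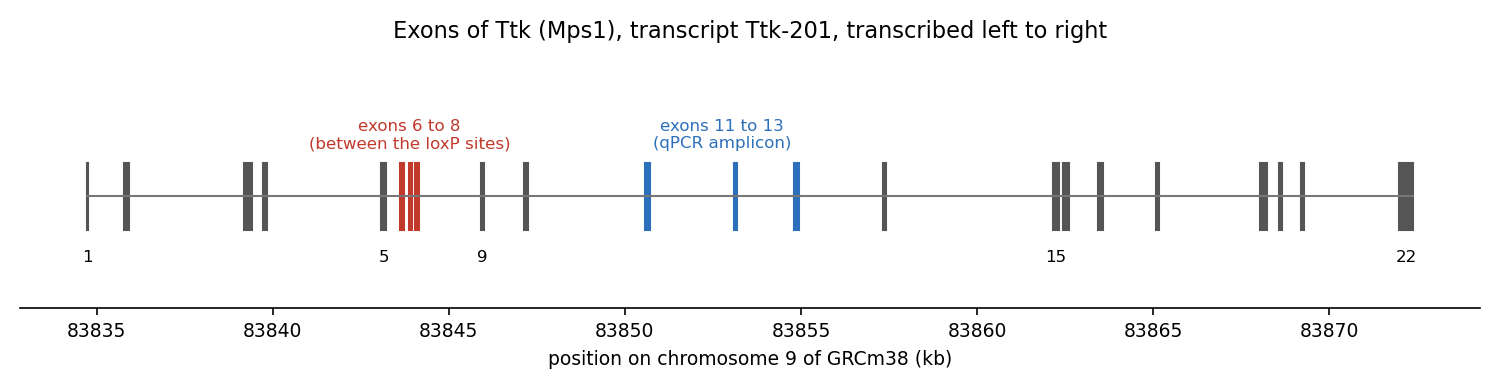
Map of the exons of *Ttk* (transcript Ttk-201) along chromosome 9 of GRCm38, with position in kb on the horizontal axis. Exons 6 to 8 lie between introns 5 and 8, where the LoxP sites were placed, and the amplicon of the *Mps1* qPCR primers lies in exons 11 to 13.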

(b) Targeting strategy for generation of *Mps1* conditional knockout mice.

(c) Genotype of *Mps1* floxed mice. Floxed: 353 bp, wild-type: 167 bp.

(d) Genotype of *Mps1*^dKO^ mice. Floxed: 353 bp; wild-type: 167 bp; floxed after depletion: 319 bp; *Ddx4*-cre: 240 bp.

(e) H&E staining of adult control and *Mps1*^dKO^ cauda epididymides. Scale bar=50 µm.

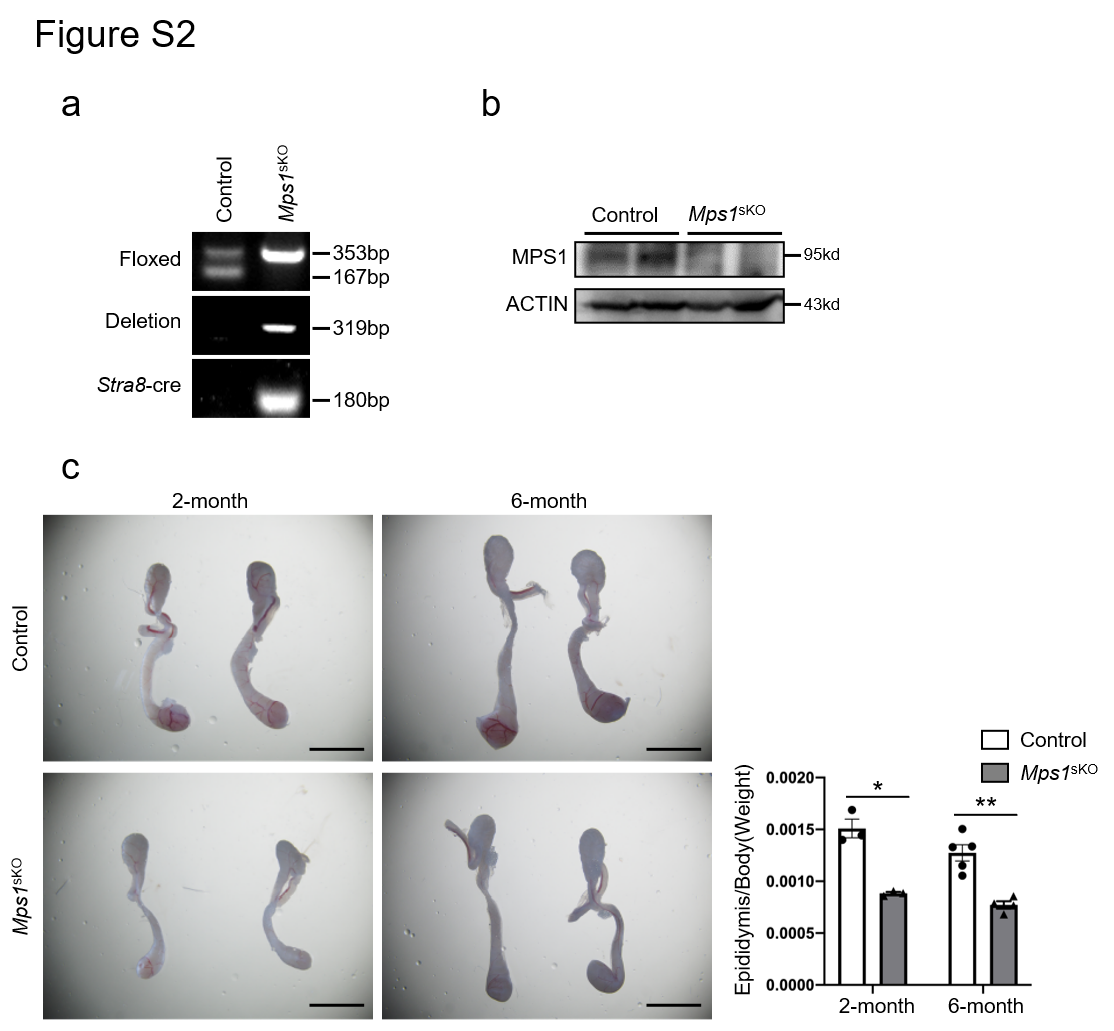

**Fig. S2 Generation and confirmation of *Mps1*^sKO^ mice**

(a) Genotypes of control and *Mps1*^sKO^ mice. Floxed: 353 bp; wild-type: 167 bp; Deletion: 319 bp after depletion; *Stra8*-cre: 180 bp.

(b) Western blot analysis of MPS1 expression levels in testes of 2-month-old control and *Mps1*^sKO^ mice.

(c) Images of epididymides from 2- and 6-month-old control and *Mps1*^sKO^ mice. And statistical results for the epididymis weight/body weight ratio in testes from 2-month-old and 6-month-old control and *Mps1*^sKO^ mice. n≥3; Student’s *t*-test; *P<0.05, **P<0.01.

Figure S3

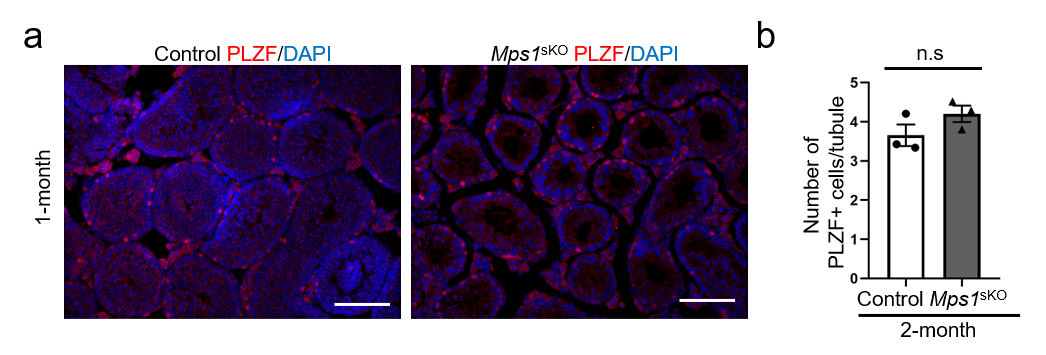

**Fig. S3 *Stra8*-driven *Mps1* deletion had no effect on the number of undifferentiated spermatogonia**

(a) Immunofluorescence staining of PLZF in testes from 1-month-old control and *Mps1*^sKO^ mice. Scale bar=100 µm.

(b) Statistical results for the number of PLZF-positive cells per tubule in testes from 1-month-old control and *Mps1*^sKO^ mice. n≥3; n.s., no significance.

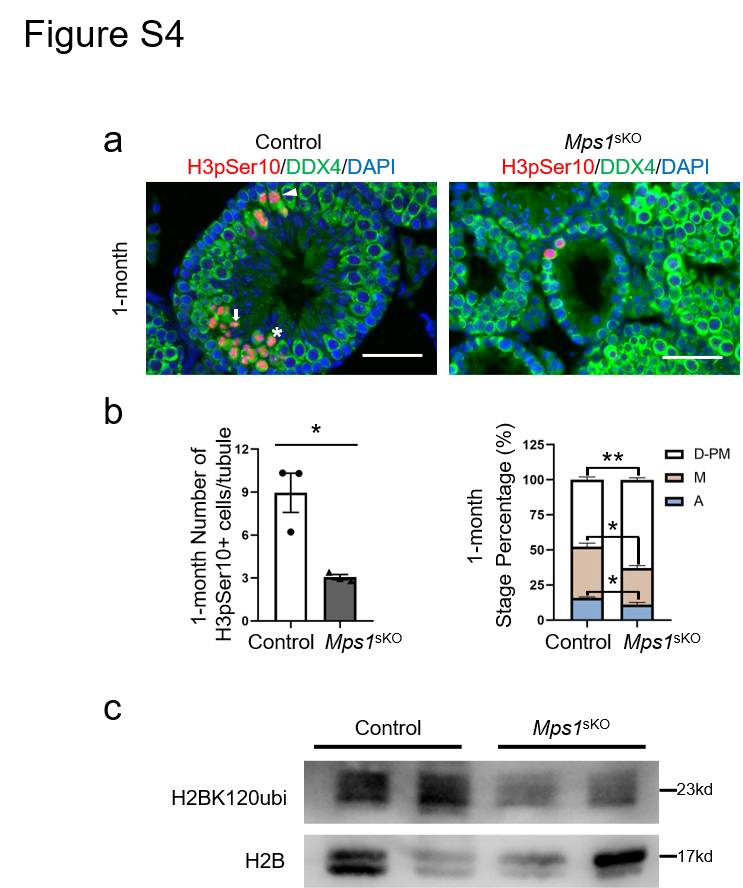

**Fig. S4 *Stra8*-driven *Mps1* deletion affected metaphase progression**

(a) Immunofluorescence co-staining of H3pSer10 and DDX4 in testes from 1-month-old control and *Mps1*^sKO^ mice. The arrowhead indicates the diplotene-to-pre-metaphase (D-PM) transition, the arrow indicates metaphase (M), and the asterisk indicates anaphase (A). Scale bar=50 µm.

(b) Statistical results for the number of H3pSer10-positive cells per tubule (left) and the percentage of H3pSer10-positive cells in each stage in testes from 1-month-old control and *Mps1*^sKO^ mice (right). n≥3; *P<0.05, **P<0.01.

(c) Western-blot of H2BK120ubi in testes of control and *Mps1*^sKO^ mice at 2-month-old of age.

**References**

1. Soumillon M, Necsulea A, Weier M, Brawand D, Zhang X, Gu H*, et al.* Cellular source and mechanisms of high transcriptome complexity in the mammalian testis. *Cell Rep* 2013, **3**(6)**:** 2179-2190.

How the deposited data were processed for this re-analysis (not part of the article)

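The processed data cover 1 experiment, RNA sequencing of whole testes at P10 from control and *Mps1* sKO mice, with 2 libraries in each group. Samples were grouped by the genotype in their labels. The paper's methods give NEBNext Ultra libraries from total RNA, paired-end reads from an Illumina NovaSeq platform, DESeq2 for differential expression and clusterProfiler for enrichment. The aligner, the counting tool, their versions, the strandedness, the genome build and the annotation are not named in the paper's text.

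The authors deposited 1 table for all 4 libraries with 55820 loci, of which 55536 are annotated genes and 284 have no annotated identifier. Of these 284, 96 are on patch or alternate-strain scaffolds. The table gives raw counts, FPKM values and the gene length used for them. A total of 20558 loci had no count in any library. For the FPKM values, the authors divided by the gene length and by a library size, which was each library's DESeq2 size factor multiplied by the geometric mean of the 4 totals. All tests used the counts, and the FPKM values were used only to check the units. The totals of each library are given with the experiment above. A floor of 3 counts is 0.111 and 0.104 CPM in the control libraries and 0.129 and 0.112 CPM in the *Mps1* sKO libraries. Wherever both libraries of a group had at most 3 counts, the mean of that group's 2 floors was used as the limit.

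Counts were tested with edgeR 4.0.16 in R 4.3.3, with filterByExpr, TMM normalization (factors 1.01, 1.01, 0.995 and 0.990), estimateDisp and the quasi-likelihood F test on genotype. The common biological coefficient of variation was 0.106 and the prior degrees of freedom were 5.64. The filter kept 20561 loci, 245 of them without an annotated identifier, and removed 35259. Adjusted p-values follow Benjamini and Hochberg over all tested loci. The study's cut-offs are a fold change above 1.5 with an unadjusted p below 0.01, and its relaxed cut-offs are 1.2 and 0.05. Lists of genes were tested with camera from limma 3.58.1 with a preset correlation of 0.01, and p was adjusted over 12 lists. The lists are meiotic prophase, apoptosis, germ cell, undifferentiated spermatogonia, differentiating spermatogonia, Sertoli, Leydig, peritubular myoid, macrophage, endothelial, adipocyte and red blood cell genes. They were written before the data were examined but after the supplementary tables had been read, and 18 meiotic prophase genes, 3 differentiating spermatogonia genes, 3 adipocyte genes and 1 gene each of the apoptosis, germ cell, undifferentiated spermatogonia and red blood cell lists are in Table S2. The meiotic prophase and germ cell lists share 3 genes, and each other pair of lists shares at most 1. The genes of the terms meiotic cell cycle, apoptosis and TNF signaling pathway were taken from Tables S3 and S4 and are described without a set test.

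The genes chosen by rule include those that the paper names and measures in these mice or by qPCR. The rule adds up to 5 lower and 5 higher genes with the largest fold change. These needed an adjusted p below 0.05 and both *Mps1* sKO values beyond both control values, and only lower genes met this. Genes outside the rule, such as *Nanp*, *Fabp4*, *S100a8* and *mt-Co2*, are also named. They are members of lists or terms or belong to other tests, and some were chosen after the data were seen. Of the genes that the paper names, 2 are not reported here. The tests, the lists, the rule for genes and the alternatives were fixed before the data were examined, apart from 1 alternative and some tests that the closing section names. The alternatives were DESeq2 1.42.0, the DESeq2 size factors in edgeR, library size only, no filter on low counts, at least 10 counts in every library, limma-voom, a robust dispersion, the replicate number as a block, annotated genes only, fry, an estimated correlation in camera, lists without the study's genes, and each library left out in turn. DESeq2 tested 35262 loci and gave an adjusted p for 15382.

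The scripts were tested on simulated data with known changes. Of 191 changed genes, edgeR called 93.5% of those with a log2 change of 2 and 75.5% of those with a log2 change of 1 at an adjusted p below 0.05, and it called 26 unchanged genes. At the study's cut-offs it called 136 unchanged genes. DESeq2 called 86.2% and 69.8% with 10 unchanged genes, and 37 unchanged genes at the study's cut-offs. Of 100 unshifted lists, camera gave 6 an unadjusted p below 0.05. A further 20 sets of libraries were simulated with the measured levels and dispersions and no changed gene.

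Exons, transcripts and primers were taken from GENCODE M21 with Python 3.11.15 and pandas 2.3.3, and mitochondrial genes were compared with the nuclear copy on chromosome 1 with BLAST 2.17.0. The enrichment tests of the paper were not analysed here, and neither were its qPCR, staining, western blots and sperm or tubule counts, which are of other samples.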

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

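The tests of reads moved between copies and of other retroviral loci were chosen only after the result was seen, while the test of noise at patch loci was chosen earlier. The results here are at loci without an annotated identifier, which the paper lists in Table S2 or not at all and does not discuss, and which had higher counts in both *Mps1* sKO libraries than in both control libraries.

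On patch scaffolds, 3 such loci stood out. The locus from 112805552 to 112813026 on CHR_MG3490_PATCH, which overlaps the position of *Clba1*, had 12 and 7 counts in control and 51 and 20 in *Mps1* sKO libraries, a log2 fold change of 2.07 (standard error 0.601, adjusted p = 0.494 from edgeR). At the position of *Rasgrp2*, the locus from 6399860 to 6415730 on CHR_MG4249_PATCH had 35 and 160 counts in control and 273 and 366 in *Mps1* sKO libraries, a log2 fold change of 1.88 (adjusted p = 0.494 from edgeR). Its 2 control libraries differed from each other by a larger fold than control 2, at 5.55 CPM, did from the *Mps1* sKO libraries, at 11.8 and 13.7, and the locus is not in Table S2. At the position of *9130401M01Rik*, the locus from 58019903 to 58034359 on CHR_MG74_PATCH had 55 and 45 counts in control and 122 and 91 in *Mps1* sKO libraries, a log2 fold change of 1.26 (adjusted p = 0.494 from edgeR).

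Reads moved from the primary copies to the patch copies are argued against, since the 3 primary genes together changed by 0.514 CPM while the patch loci gained 13.0. Noisier counts at patch loci may explain part of the pattern. At the 85 tested patch loci, the libraries of 1 genotype differed by a median of 0.58 on the log2 scale, against 0.247 in 10000 matched draws of other loci, none of which exceeded 0.357. Of these loci 7 passed the study's cut-offs, 4 lower and 3 higher, which is 8.24% against 0.796% of the other loci (Fisher's exact test, two-sided, p = 6.7e-06). A difference in library scale is argued against by the median log2 fold change of all tested genes, −0.021 with library size only. A strain variant carried by some of the mice stays open and was not tested at these loci, as does an effect of the genotype.

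On the chromosomes, 2 loci with the same 14 retroviral protein domains stood out. The locus on chromosome 4 from 3192267 to 3200521 had 75 and 167 counts in control and 359 and 430 in *Mps1* sKO libraries, a log2 fold change of 1.87 (standard error 0.29, adjusted p = 0.445 from edgeR). DESeq2 gave it an adjusted p of 2.17e-07. The locus on chromosome 13 from 119661607 to 119672138 had 1178 and 1425 counts in control and 1955 and 1754 in *Mps1* sKO libraries, a log2 fold change of 0.68 (adjusted p = 0.494 from edgeR and 0.00658 from DESeq2).

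An equal rise of all tested loci with retroviral domains and no annotated identifier is argued against, but a broad rise of unequal size is not. The other 19 tested loci with such domains had a median log2 fold change of 0.18, beside a replicate SD of 0.123, with 5 lower and 14 higher and a range from −0.65 to 1.37. Reads moved between copies of the element cannot be told apart from a change of these 2 loci. The pair gained 39.8 CPM and the other loci together changed by 40.6, but with an SD of 85.8 between libraries their sum is too variable to show a loss of that size. A difference in the insertions that the mice carry and a higher level of the element in *Mps1* sKO testes stay open, and neither was tested.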

How the results depend on the processing

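The added crossed replicate block was chosen after seeing the data. No result with a test reversed its direction under any alternative. Of the values without a test, the log2 fold changes of *Rnf20*, 0.062, *Mdm2*, −0.041, and *H2afx*, 0.19, changed sign when 1 library was left out, to −0.11 without *Mps1* sKO replicate 1 for *Rnf20* and to 0.0052 and −0.00029 without *Mps1* sKO replicate 2 for the other two. A value without a test counts as unmoved where it changed by at most the SD between libraries, and a number of genes where it stayed within 1.5 times. Of the values other than those of single named genes, 200 were unmoved or, where tested, stayed on their side of the threshold, 28 moved, 12 became weaker and 3 stronger. Of the values of named genes, 215 were unmoved or stayed on their side, among them 2 of the 3 changes of sign above, 10 moved, 5 became weaker and 3 stronger. Where no cause is given below, the cause was not tested.

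Genes that were lower outnumbered those that were higher at the study's cut-offs under each alternative, from 71.5% of the genes without the filter on low counts to 85.3% with library size only. Without the filter, which tests 35262 loci, 339 genes were lower and 135 higher at these cut-offs, 1048 were higher at the relaxed cut-offs, and 251 were lower and 139 higher at an adjusted p below 0.05. DESeq2 gave 582 lower genes at the relaxed cut-offs, and 30 lower and 7 higher at an adjusted p below 0.05. Of those 37, 5 were also called by edgeR. The number of lower genes at an adjusted p below 0.05 was 3 with at least 10 counts in every library, 3 with limma-voom and 3 with annotated genes only, in each case out of the 6 called by edgeR over all loci. Of the 140 lower genes at the study's cut-offs, 82 were shared with DESeq2.

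*Ttk* kept its direction throughout, with log2 fold changes from −1.37 to −1.15 over the 4 fits that each left out 1 library. With at least 10 counts in every library it was −1.27 with an adjusted p of 0.0573 from edgeR. It was 0.0745 with limma-voom and 0.0509 with annotated genes only. Over the alternatives, its adjusted p ranged from 1.11e-14 without the filter on low counts to 0.224 with the replicate block.

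With the replicate number as a block, 353 genes were higher at the relaxed cut-offs and 2 were lower at an adjusted p below 0.05, and *Ttk* had a log2 fold change of −1.26 (adjusted p = 0.224 from edgeR). The adipocyte list had a median of −0.30 under the block (adjusted p = 0.0185 from limma's camera). The libraries share only a number. The deviations of control 1 and *Mps1* sKO 1 from their group means had a correlation of −0.19 across 20561 genes, which are not independent replicates. With the crossed replicate block, chosen after seeing the data, 71 genes were higher at the study's cut-offs, and 304 were lower and 246 higher at an adjusted p below 0.05.

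The calls of camera for the meiotic prophase (median −0.53), germ cell (−0.40), differentiating spermatogonia (−0.40), Sertoli (0.32) and Leydig (0.23) lists did not hold under fry (adjusted p = 0.274 for each, from limma) or with an estimated correlation (adjusted p = 0.285 for each, from limma). These allow genes of a list to vary together, and with 2 libraries in each group they have little power. With the DESeq2 size factors in edgeR, the apoptosis list had a median of 0.042 and the adipocyte list of −0.30, each with an adjusted p of 0.0497 from limma's camera. Over the alternatives, the adjusted p of the apoptosis list ranged from 0.0497 to 0.502, the latter without the genes of Tables S2 and S4. That of the adipocyte list ranged from 0.0185 under the block to 0.391.

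Over the 4 fits that each left out 1 library, the medians ranged from −0.65 to −0.35 for the meiotic prophase list, from 0.011 to 0.080 for the apoptosis list, from −0.56 to −0.21 for the germ cell list, from −0.20 to −0.013 for the undifferentiated spermatogonia list and from −0.49 to −0.34 for the differentiating spermatogonia list. They ranged from 0.21 to 0.45 for the Sertoli list, from 0.16 to 0.26 for the Leydig list, from −0.13 to −0.0072 for the macrophage list and from 0.24 to 0.51 for the TNF signaling genes. The germ cell median was lowest in size, −0.21, without *Mps1* sKO replicate 2, and the apoptosis median was 0.080 without *Mps1* sKO replicate 1 and 0.011 without *Mps1* sKO replicate 2. The undifferentiated spermatogonia median was −0.013 without control replicate 1, the Sertoli median was 0.21 without control replicate 2, and the macrophage median was −0.0072 without *Mps1* sKO replicate 2.

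Depth limits the results at low counts. *Tnf* and the 12 other list members that were left out by the filter had at most 23 counts in a library, and for *Gbp2b* and *Ltf* only a lower bound of the fall is known.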

Differences from the paper's values

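At a fold change above 1.5 and a p below 0.01, the paper reports 92 downregulated genes, and edgeR's quasi-likelihood test gave 140. Of the alternatives set before the data were examined, DESeq2 gave 94, the DESeq2 size factors in edgeR 137, at least 10 counts in every library 130, limma-voom 130 and annotated genes only 137, all within 1.5 times the paper's number, as was the number under the replicate block. With library size only the number was 163, without a filter on low counts 339 and with a robust dispersion 141, which did not close the gap. For upregulated genes, the paper's number is 24 and edgeR gave 30, and DESeq2 gave the paper's number.

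The paper describes its number of upregulated genes at the relaxed cut-off as further to those at the stricter one. DESeq2 gave that number, 475, as the total at the relaxed cut-offs, with 451 beyond the stricter ones, while edgeR gave 635 in total.

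Table S2 does not list *Gbp2b* or *Ltf* among the downregulated genes. At the study's cut-offs both were lower with DESeq2 and with edgeR. *Gbp2b* had 67 and 77 counts in the control libraries and *Ltf* had 12 and 11, and both had 0 in each *Mps1* sKO library, so they were at least 21.4-fold and 3.43-fold lower. *Ltf* is named in 4 terms of Table S3. Of the 116 genes in Table S2, 17 did not pass the study's cut-offs with edgeR. DESeq2 gave all 116, and edgeR without the filter on low counts gave 115.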

Other observations

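The tests chosen only after the result was seen were those of library scale, germ cell loss, somatic cell types, Sertoli share, the *Mrps10* and *Wdyhv1* loci, *Nanp*, the mitochondrial copy, fat tissue and the simulated numbers of genes at the study's cut-offs. The other tests were chosen earlier, but how the neutrophil test is read was settled after its value was seen.

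The lower meiotic prophase genes in *Mps1* sKO testes are not explained by the scale of the libraries, since the median log2 fold change of all tested genes was −0.021 with library size only. Nor are they explained by GC content, transcript length or expression level. With those trends removed, the median of the list was −0.51, and none of 10000 random lists of genes with a matching level reached as low, with medians from −0.10 to 0.11. A loss of germ cells of every stage alike cannot be told apart from a change within meiotic cells. The mean of the meiotic prophase list fell further than that of the undifferentiated spermatogonia list, by −0.38 on the log2 scale beside an SD of 0.246 between libraries, and *Mps1* sKO replicate 1 (−0.27) lay close to control replicate 1 (−0.22). By staining, the paper reports fewer STRA8-, SYCP3- and DDX4-positive cells per tubule at P10, and unchanged PLZF-positive cells at the ages it counted. A whole testis with fewer or later meiotic cells may show the same values as a lower level in each cell. How much of the fall comes from cell numbers was not measured here.

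The higher apoptosis genes of the study are not explained by a higher share of every somatic cell type alike. The Sertoli list rose by 0.33 on the log2 scale relative to the peritubular myoid list, with an SD of 0.0653 between libraries, and by 0.38 relative to the macrophage list, with an SD of 0.113. A higher share of Sertoli cells may explain the rise and cannot be told apart from an induction of these genes, because the genes were picked for being higher in these libraries. With *Ctsl*, which is in both lists, left out of both, their median exceeded that of the Sertoli list by 0.043.

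In 20 sets of libraries simulated without a changed gene, edgeR called on average 55.5 genes lower at the study's cut-offs, from 42 to 76. Noise in each gene on its own therefore does not account for the 140 lower genes. Noise shared by many genes of a library was not simulated, so it is not excluded. It called 55.2 genes higher, from 42 to 83, and the 30 higher genes in the data lie below that range. Since the simulated sets do not reproduce this number, noise cannot be told apart from a rise of these genes. At the relaxed cut-offs it called 470.6 genes higher, from 435 to 514, and noise in each gene on its own does not account for all of the 635. With DESeq2 the simulated libraries gave 18.6 lower genes, from 11 to 24, and 17.8 higher genes, from 10 to 23, at the study's cut-offs, where the data gave 94 and 24, so the latter lies just above its range.

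The 5 genes other than *Ttk* with an adjusted p below 0.05 from edgeR do not follow from a loss of germ cells. Their median log2 fold change was −3.54, the largest fall among 111 genes of the germ cell lists was −0.93, for *Prss50*, and only 15 tested genes fell below −2. For *Gm6741*, the values are consistent with reads that move between it and its identical copy *Nanp*, since the sum of both had a log2 fold change of −0.33 beside an SD of 0.327 between libraries. For the loci at the positions of *Mrps10* and *Wdyhv1* on patch scaffolds, reads did not move to the primary genes, which together had 1 count in the 2 *Mps1* sKO libraries. *Wdyhv1* and *9130401M01Rik* have their patch loci on the same scaffold, CHR_MG74_PATCH, and these moved in opposite directions. A strain variant that differs between control and *Mps1* sKO mice may explain such falls and cannot be told apart from an effect of the genotype. Of the 141 autosomal genes past the study's cut-offs, 36 had another within 1 Mb, and 1230 of 10000 random draws reached as many, with a mean of 28.1, while a variant of a single gene would leave no cluster. Variants linked to the floxed locus do not account for the genes past the study's cut-offs as a set, since 1 of 326 tested genes within 20 Mb of *Ttk* passed them (0.307%), against 0.835% elsewhere (Fisher's exact test, two-sided, p = 0.53).

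Among the 140 lower genes at the study's cut-offs, 19 were X-linked where 5.52 would be found by chance (Fisher's exact test, two-sided, p = 2.57e-06, adjusted over chromosomes 5.65e-05). None of the 30 higher genes was X-linked. With DESeq2, 11 of 94 lower genes were X-linked. A lower level of all X-linked genes is argued against, as the median log2 fold change of the 810 tested ones was 0.025. No biological explanation for the excess was tested.

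*mt-Co2* and *mt-Atp6* were lower in *Mps1* sKO testes, with log2 fold changes of −0.55 and −0.996 (adjusted p = 0.494 and 0.293 from edgeR, 0.0228 and 3.15e-07 from DESeq2). This may reflect uncertain counts where reads are shared with the nuclear copy on chromosome 1. The 5 mitochondrial mRNA genes inside that copy had a median of 1.89 counts per base in control libraries against 62.1 for the 5 outside it, or 3.04%, and *mt-Co3*, also inside, was higher, with a log2 fold change of 0.32. The 5 genes outside had log2 fold changes from −0.47 to −0.19. *mt-Atp8*, chosen after its values were seen, had 75 and 51 counts in control and 14 and 29 in *Mps1* sKO libraries, a log2 fold change of −1.41 (adjusted p = 0.494 from edgeR). Only 21.1% of it lies in the copy, so its fall is left open.

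*Fabp4* and *Car3*, which are in Table S2, had 129 and 117 counts in control replicate 2, against 28 and 14 in control replicate 1, 15 and 8 in *Mps1* sKO replicate 1 and 12 and 4 in *Mps1* sKO replicate 2. Their log2 fold changes were −2.34 and −3.23, but −0.93 and −1.07 against control replicate 1 alone, and the adjusted p of both was 0.494 from edgeR. *Plin1*, another gene of the list, had 505 and 344 counts in control and 514 and 644 in *Mps1* sKO libraries. Fat tissue in control replicate 2 may explain this and cannot be told apart from other differences between the 2 control libraries. The log2 ratio of control 2 to control 1 was 1.04 over 6 other adipocyte genes with low counts, of which 5 were higher, and the genes chosen are few and near the floor.

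*S100a8*, *S100a9* and *Ngp*, which neutrophils express, were lower in *Mps1* sKO testes, with log2 fold changes of −2.33, −2.21 and −1.91 (adjusted p = 0.494 from edgeR for each), and *Ltf* was at least 3.43-fold lower. Only *S100a8* is in Table S2. Fewer neutrophils in the *Mps1* sKO libraries may explain this and cannot be told apart from other causes. The other 15 neutrophil genes, with 313 and 306 counts in control and 262 and 261 in *Mps1* sKO libraries, had a log2 ratio of −0.079 beside an SD of 0.126, but most of their counts are from genes such as *Mmp9* and *Prtn3* whose baseline would hide a small share.

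Some genes whose proteins the paper examined at other ages or by other methods were also measured in the P10 libraries. The log2 fold change was −0.41 for *Ddx4*, −0.36 for *Zbtb16*, which encodes PLZF, −0.24 for *Kit*, 0.38 for *Gata4* and 0.19 for *H2afx*. It was −0.041 for *Mdm2* (103.6 ± 2.61 CPM in control and 100.7 ± 4.62 in *Mps1* sKO testes, SD, n = 2 each) and 0.062 for *Rnf20*. Without *Mps1* sKO replicate 2 it was −0.25 for *Ddx4*, −0.24 for *Zbtb16*, −0.019 for *Kit*, −0.00029 for *H2afx* and 0.0052 for *Mdm2*. It was −0.065 for *Kit* without control replicate 2 and −0.11 for *Rnf20* without *Mps1* sKO replicate 1. The adjusted p was at least 0.494 from edgeR for each of these genes.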
